# A subset of SMN complex members have a specific role in tissue regeneration via ERBB pathway-mediated proliferation

**DOI:** 10.1038/s41536-020-0089-0

**Published:** 2020-03-25

**Authors:** Wuhong Pei, Lisha Xu, Zelin Chen, Claire C. Slevin, Kade P. Pettie, Stephen Wincovitch, NISC Comparative Sequencing Program, Beatrice B. Barnabas, Sean Black, Gerard G. Bouffard, Shelise Y. Brooks, Holly Coleman, Lyudmila Dekhtyar, Xiaobin Guan, Joel Han, Shi-ling Ho, Richelle Legaspi, Quino L. Maduro, Catherine A. Masiello, Jennifer C. McDowell, Casandra Montemayor, James C. Mullikin, Morgan Park, Nancy L. Riebow, Karen Schandler, Chanthra Scharer, Brian Schmidt, Christina Sison, Sirintorn Stantripop, James W. Thomas, Pamela J. Thomas, Meghana Vemulapalli, Alice C. Young, Shawn M. Burgess

**Keywords:** Regeneration, Genetics

## Abstract

Spinal muscular atrophy (SMA) is the most common genetic disease in children. SMA is generally caused by mutations in the gene *SMN1*. The survival of motor neurons (SMN) complex consists of SMN1, Gemins (2–8), and Strap/Unrip. We previously demonstrated *smn1* and *gemin5* inhibited tissue regeneration in zebrafish. Here we investigated each individual SMN complex member and identified *gemin3* as another regeneration-essential gene. These three genes are likely pan-regenerative, since they affect the regeneration of hair cells, liver, and caudal fin. RNA-Seq analysis reveals that *smn1*, *gemin3*, and *gemin5* are linked to a common set of genetic pathways, including the tp53 and ErbB pathways. Additional studies indicated all three genes facilitate regeneration by inhibiting the ErbB pathway, thereby allowing cell proliferation in the injured neuromasts. This study provides a new understanding of the SMN complex and a potential etiology for SMA and potentially other rare unidentified genetic diseases with similar symptoms.

## Introduction

Spinal muscular atrophy (SMA) is the leading hereditary cause of infant mortality^1,2^. The majority of SMA cases are caused by mutations in the *survival of motor neuron 1* (*SMN1*) gene. *SMN1* is ubiquitously expressed and a reduction of SMN1 protein leads to motor neuron death in patients afflicted with SMA. Although the incidence of SMA is ~1:6000 in live births, the carrier frequency for a heterozygous *SMN1* mutation can approach 1:40 in adults. Many important questions remain regarding the pathology of the disease, including why the ubiquitously expressed SMN1 protein primarily impacts motor neurons, which other organs are potentially affected by SMN1 deficiencies, and whether SMA is a developmental or degenerative disease (or both).

The SMN1 protein is part of the SMN complex, responsible for the assembly of small nuclear ribonucleoproteins (snRNP) needed for pre-mRNA splicing^3,4^. The SMN complex consists of nine proteins, however the majority of research on the complex has focused on the characterization of SMN1 and its role in SMA. In addition to its role in the SMN complex, SMN1 plays a role in many other biological processes, including axon growth, mRNA transport, ribosome biology, translational control, and maintaining intracellular homeostasis^5–8^. Although there is some evidence showing that other SMN complex members, such as GEMIN3 and GEMIN5, also have functions independent of the SMN complex^9–12^, it remains largely unknown how the other SMN complex members relate to SMA, and whether other members have functions beyond the SMN complex. A reduction of the SMN1 protein in SMA results in the reduction of other SMN complex members^13^, suggesting that there is a functional inter-dependence among the nine genes.

In a previous study^14^, we showed that mutations in *smn1* and *gemin5* negatively impacted the ability of zebrafish to regenerate different tissues after injury. Regenerative medicine is a rapidly expanding field of science that focuses on replacing or regenerating organs damaged by injury, aging, or degenerative conditions. An active area of research within regenerative medicine is the restoration of hearing by replacing the lost mechanosensory receptors of the inner ear known as hair cells. Age-related hair cell death impairs the hearing of hundreds of millions of the elderly and hearing loss as a side-effect of therapeutic medications remains a major concern^15^. In general, mammals have very limited regenerative capability, however many non-mammal animal models including the zebrafish have been used extensively because they possess a much broader capacity for wound healing, including the capacity to regenerate hearing after damage. Zebrafish are particularly well suited for studying the regeneration of hair cells because of a second organ that fish and amphibians possess on their skin known as the lateral line, which consists of clusters of hair cells in structures known as “neuromasts”^16^. Similar to the case in the mammalian inner ear, hair cells in the neuromasts are surrounded by support cells, which in fish and amphibians can replace the lost hair cells through either mitotic division or trans-differentiation. Support cells in the zebrafish neuromast are further surrounded by mantle cells, which resemble quiescent stem or progenitor cells^17^. Hair cell regeneration studies in zebrafish have uncovered numerous genetic factors and molecular pathways that are associated with the regeneration of hair cells^18^; conversely, random mutagenesis studies revealed that mutations in only a small number of genes actually alter hair cell regeneration specifically^14,17,19,20^. There is consistently a gap between the number of genes transcriptionally associated with regeneration and the number of genes essential for regeneration in other tissues as well^21,22^. Therefore, seeking novel genes essential for tissue regeneration is pivotal in understanding the core molecular mechanisms of wound healing, and for ultimately advancing regenerative medicine.

In this study, we systematically mutated all nine genes encoding SMN complex proteins. Using hair cell regeneration in the zebrafish lateral line as an assay, we identified three SMN complex members as essential factors that regulate regeneration through ErbB pathway-mediated cell proliferation. Additional studies revealed that these regenerative members were also essential for the regeneration of other tissues and all shared common transcriptional pathways altered in the mutant larvae. Our findings demonstrated a subset of the SMN complex proteins had separate functional roles involved in tissue regeneration.

## Results

### Divergent roles for SMN complex members in embryo development and hair cell regeneration

Hearing loss is one of the common sensory disorders negatively affecting the quality of life for hundreds of millions of people worldwide^15^. In a search for novel genes involved in hearing regeneration, we previously performed a large-scale mutagenesis screen in zebrafish and identified *smn1* and *gemin5* as essential genes for hair cell regeneration^14^. Both Smn1 and Gemin5 belong to the SMN complex, a multiprotein complex functioning in the biosynthesis of snRNP. To investigate whether the regenerative abilities of Smn1 and Gemin5 are linked to the SMN complex activity, we independently mutated all nine genes in the SMN complex (Supplementary Table 1) and examined their involvement in hair cell regeneration. We found that in addition to *smn1* and *gemin5*, mutations in *gemin3* altered hair cell regeneration but had no effect on initial hair cell development (Fig. 1a, Supplementary Fig. 1a). We also found that mutations in the other six SMN complex genes, *gemin2*, *gemin4*, *gemin6*, *gemin7*, *gemin8*, and *strap*/*unrip*, had no impact on hair cell regeneration (Fig. 1d–i). None of the nine mutants showed an overt morphological phenotype in early larvae (data not shown), but all mutants except *gemin8* and *strap* failed to survive to adulthood (Supplementary Table 2). Altogether, these data classified the functions of the nine members of the SMN complex into three categories: three genes (Smn1, Gemin3, and Gemin5) were essential for hair cell regeneration and adult survival, four genes (Gemin2, Gemin4, Gemin6, and Gemin7) were essential for adult survival but not for hair cell regeneration, and two genes (Gemin8 and Strap) neither impacted regeneration nor survival.

**Fig. 1:**
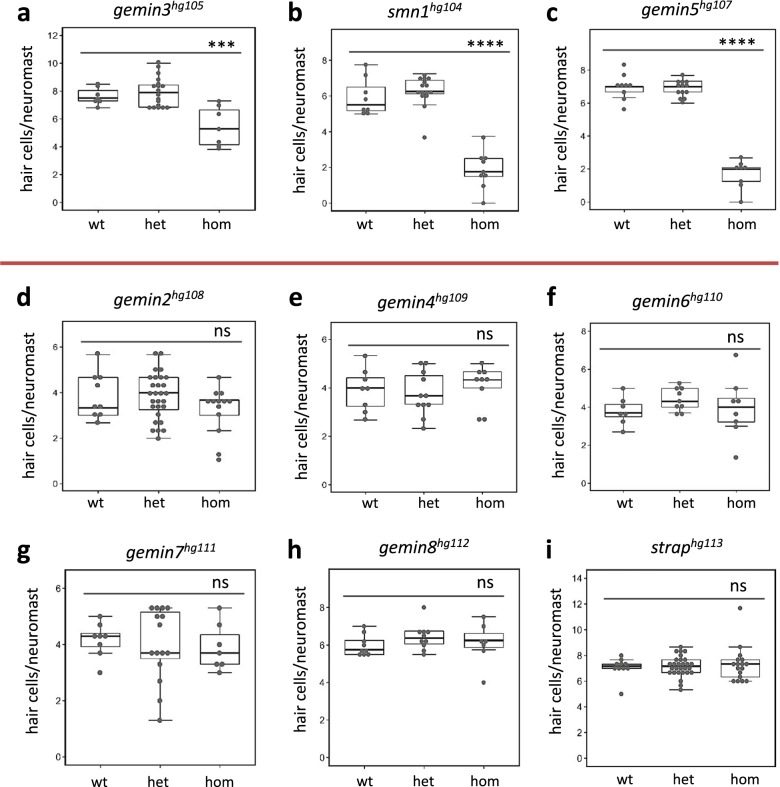
Hair cell regeneration analysis for mutations in each gene of the SMN complex. Hair cell regeneration is impaired by homozygous mutations of *gemin3*^*hg105*^ **a**, *smn1*^*hg104*^ **b**, and *gemin5*^*hg107*^ **c**, but not in *gemin2*^*hg108*^ **d**, *gemin4*^*hg109*^ **e**, *gemin6*^*hg110*^ **f**, *gemin7*^*hg111*^ **g**, *gemin8*^*hg112*^ **h**, or *strap*^*hg113*^ **i**. Red line separates the mutations impacting regeneration from those that have no effect on regeneration. wt wild-type, het heterozygotes, hom homozygotes. Error bars in the graphs represent mean ± s.e.m. The difference between wild-type and homozygote is labeled. ns, *P* > 0.05; ***P < 0.001; ****P < 0.0001. Approximately 40 embryos were used for each of the regeneration analyses and then genotyped to study the genotype–phenotype correlation.

We generated an additional mutant allele for the three genes involved in regeneration, *smn1*, *gemin3*, and *gemin5* to verify their roles in hair cell regeneration. The second alleles all recapitulated the deficits in hair cell regeneration (Fig. 1b, c, Supplementary Fig. 1b). To examine whether the regeneration was specific to the ablation of hair cells using CuSO_4_, we performed the ablation using neomycin and observed similar regeneration deficits (Supplementary Fig. 1c–e).

In support of their divergent phenotypes in hair cell regeneration and adult survival, whole-mount in situ hybridization analysis showed that the SMN complex genes possessed some common but also some different expression patterns at 3 days post fertilization (dpf) (Supplementary Fig. 2a–h). The brain expression of these genes in particular revealed both shared and specific expression patterns: five genes were restricted to a stripe at approximately the mid-hindbrain boundary. *smn1* was enriched in the eye regions and *gemin5* was condensed at the midline of the brain; *gemin3* expression was relatively weaker than the others; *gemin7* and *strap* showed ubiquitous expression which was very different from the other gemins. At 1 dpf, a stronger similarity was detected in the brain expression between *smn1* and *gemin5* (Supplementary Fig. 2i). Both genes were enriched in the eyes, brain, and midline area. These differences in expression suggested that the gemins were not all necessarily expressed at stochiometric levels in all tissues.

Our whole-mount in situ hybridization analysis showed that none of the SMN complex genes were particularly enriched in the lateral line neuromasts (data not shown). However, single cell RNA-sequencing (RNA-Seq) analysis conducted by Lush et al. demonstrated that all these SMN complex genes are expressed at detectable levels in lateral line neuromasts, and different genes in the complex are expressed in different neuromast cell types at different levels (Supplementary Fig. 2j)^17^. The non-identical and complex patterns of gene expression for the different SMN subunits (as well as the different phenotypes) suggest that the various roles for each protein may not be simply as co-expressed subunits, but that the composition of the SMN complex and potentially alternate functions of the subunits may vary based on expression levels and cellular context.

Maternal mRNA and protein deposition allows zebrafish embryos to grow rapidly during the first few hours after birth and some maternal proteins can persist for days after fertilization. Although regeneration was analyzed at 7 dpf, we still examined whether the hair cell regeneration phenotype could be associated with the initial maternal deposition or a difference in the stability of mutant mRNAs. We analyzed the expression level of two regeneration genes (*smn1* and *gemin5*) and three non-regeneration genes (*gemin4*, *gemin6*, and *strap*) at different stages of embryonic development by semi-quantitative PCR and found no clear difference between these two groups of genes (Supplementary Fig. 2k), suggesting mRNA destabilization does not explain hair cell regeneration phenotypes or eventual larval death.

Genetic interactions have been observed among SMN complex genes^23–25^. To study whether there is a synergy among the three genes involved in regeneration, we generated an *smn1* and *gemin5* double mutant and studied the effect of simultaneous depletion of two genes on morphology and hair cell regeneration. We found the *smn1* and *gemin5* double mutant had a normal embryonic morphology and normal hair cell development (data not shown), as observed in both the *smn1* and *gemin5* single mutants. The double mutant showed the expected deficiency in hair cell regeneration; however, the level of deficiency was comparable to that of the *gemin5* mutant (Supplementary Fig. 3a–c). Taken together, these data suggest there is no functional synergy among these regeneration genes, and *smn1* and *gemin5* appear to both be necessary and fall in the same regenerative pathway as the phenotypes in double mutants were neither synergistic nor additive.

Along with the SMN complex, the PRMT5 complex is also involved in the assembly of snRNP^26,27^. The PRMT5 complex comprises three members (PRMT5, MED50, and pICln) encoded by the *prmt5*, *wdr77*, and *clns1a* genes, respectively. To investigate whether the PRMT5 complex members are involved in regeneration, we analyzed neuromast hair cell regeneration in the embryos after knockdown of these genes by injecting Cas9 protein with targeting single guide RNAs (sgRNAs). *gemin5* guide RNAs were used as a system control. Mutation frequency analysis showed that guide RNA injections led to efficient mutagenesis in all the targeted genes (Supplementary Fig. 3d). Reduced hair cell regeneration was detected in the embryos injected with *gemin5* guide RNA, however, no alteration in hair cell regeneration was observed in the embryos injected with guide RNA targeting *prmt5*, *wdr77*, or *clns1a* (Supplementary Fig. 3e), suggesting the regeneration deficient phenotype observed in the mutants of the three SMN complex members is independent of snRNP assembly.

### The overall neuromast size is smaller after hair cell ablation in mutants with regenerative phenotypes

We examined the neuromast cell patterning in the mutants and control siblings at 2 days post hair cell ablation to see if we could detect a difference in neuromast size in mutants using both transgenic labeling and immunohistochemical staining approaches. Double transgenic labeling of support cells by Tg(*tnks1bp1*:EGFP) and hair cells by Tg(*atoh1a*:dTomato) in *gemin5* mutants revealed that support cells in the mutant occupied a reduced area likely because of fewer cells and hair cells were fewer when compared to that of the control siblings (Fig. 2a). Whole neuromast labeling using Tg(*cldnb*:EGFP) showed that the size of the neuromast in the mutant was smaller than that of the control siblings (Fig. 2b). Alkaline phosphatase staining revealed that the structure of lateral line neuromasts were reduced in the mutant (Fig. 2c). Co-staining with anti-hair cell antibody and the nuclear stain DAPI revealed a reduction in the number of hair cells and neuromast cells (Fig. 2d, e).

**Fig. 2:**
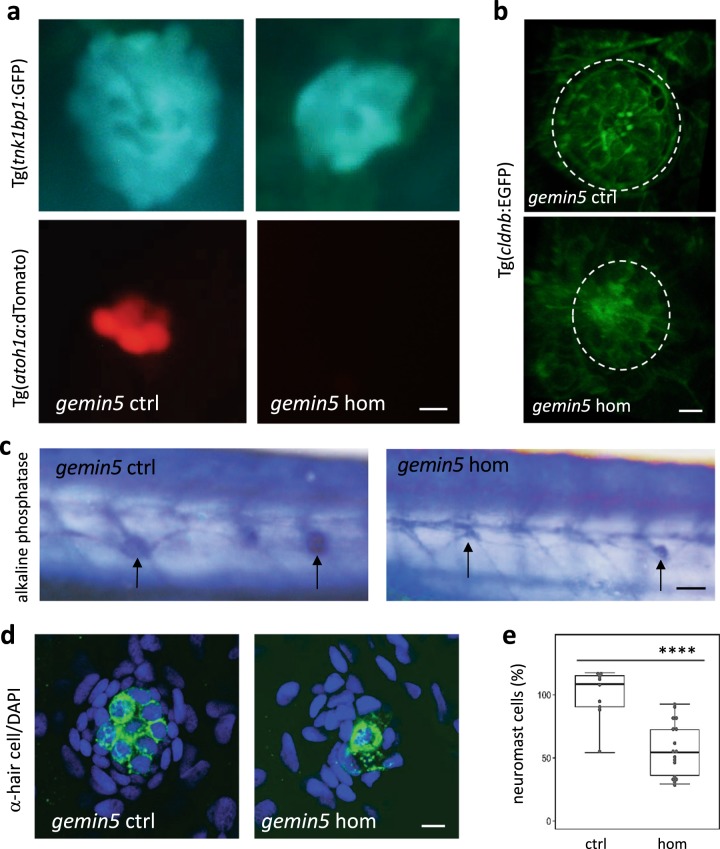
g*emin5*^*hg81*^ mutants possess smaller neuromasts at 2 days post hair cell ablation. **a** Live cell imaging of support cells by Tg(*tnks1bp1*:GFP) and hair cells by Tg(*atoh1a*:dTomato) in lateral line neuromasts of the *gemin5*^*hg81*^ control and mutant embryos at 2 days post hair cell ablation. Scale bar, 10 µm. **b** Live cell labeling of neuromast cells by Tg(*cldnb*:EGFP) in the lateral line of the *gemin5*^*hg81*^ control and mutant embryos at 2 days post hair cell ablation. Dotted white circle demarcates the periphery of the neuromast. Scale bar, 10 µm. **c** Alkaline phosphatase staining of lateral line neuromasts in the *gemin5*^*hg81*^ control and mutant embryos at 2 days post hair cell ablation. Arrows point to the neuromasts, which are significantly smaller in the mutants when compared to those in the control larvae. Scale bar, 50 µm. **d** Confocal images of lateral line neuromasts in the *gemin5*^*hg81*^ control and mutant embryos at 2 days post hair cell ablation, stained with anti-hair cell antibodies (green color) and DAPI (blue color). Representative images are shown. Scale bar, 10 µm. **e** Quantification of neuromast cells. Error bars in the graphs represent mean ± s.e.m. There is a significant reduction in the number of neuromast cells (****P < 0.0001). The numbers are presented as percentage because they were obtained from quantification of still confocal images. Each data point was generated from ~10 embryos.

We also used transgenes and immunohistochemical staining to examine the neuromast cells at 2 days post hair cell ablation in *smn1* and *gemin3* mutants. Consistent with the results of the *gemin5* mutation, mutations in *smn1* and *gemin3* also caused a reduced area of support cells, impaired regeneration of hair cells and smaller neuromasts (Supplementary Fig. 4). All the data suggest the proliferative capacity in the neuromasts is reduced after injury preventing organ regrowth.

### Regenerative-deficient mutants show reduced proliferation after injury

To directly test proliferative capacity of the support cells in the mutant neuromasts, we used an EdU incorporation assay to label the proliferation of neuromast cells after hair cell ablation. Compared to the control siblings, all three mutants possessed a reduced number of EdU-positive cells (Fig. 3), suggesting that after hair cell ablation, the mutants lack the capacity to effectively proliferate either their support cells or mantle cells.

**Fig. 3:**
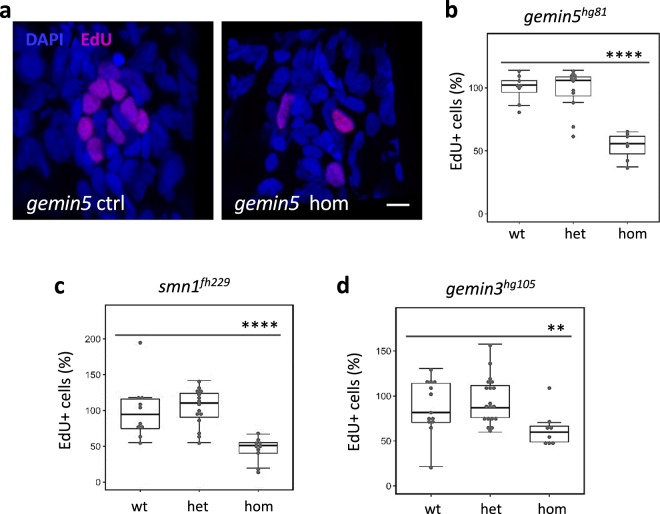
Decreased neuromast cell proliferation after hair cell ablation in *gemin3*, *gemin5*, and *smn1* mutants. **a** Confocal images of lateral line neuromasts in the control and *gemin5*^*hg81*^ mutant at 1-day post hair cell ablation. Neuromasts were stained with DAPI (blue) and proliferating cells were labeled by EdU (pink). The embryos used for the analysis were obtained from a pairwise incross of heterozygotic parents. Hair cells were ablated at 5 dpf. EdU treatment was conducted at 1-day post ablation. Scale bar, 10 µm. **b** Quantification of EdU-positive cells in the embryos carrying wild-type, heterozygous, or homozygous *gemin5*^*hg81*^ mutations. **c** Quantification of EdU-positive cells in the embryos carrying wild-type, heterozygous, or homozygous *smn1*^*fh229*^ mutations. **d** Quantification of EdU-positive cells in the embryos carrying wild type, heterozygous, or homozygous *gemin3*^*hg105*^ mutations. The graphs show mean ± s.e.m. Homozygous mutants for all three regeneration genes have a significantly reduced number of proliferating cells. **P < 0.01; ****P < 0.0001. Data for each mutation were generated using ~40 embryos born from a single pair of heterozygous parents.

### *smn1*, *gemin3*, and *gemin5* mutations affect the regeneration of multiple tissues

Regeneration of different tissues can be achieved by utilizing a common set of molecular pathways and many genes are pan-regenerative in that they are induced and essential regardless of the specific injured tissue^21^. Both *smn1* and *gemin5* genes were involved in regulating the regeneration of multiple tissues including neuromasts, caudal fins, and livers^14^. To determine whether *gemin3* had similar phenotypes, we examined the regeneration of caudal fin and liver in *gemin3* mutants. Like in *smn1* and *gemin5* mutants, we found *gemin3* mutations did not alter the normal development of caudal fins or livers (data not shown), however, upon damage the mutant exhibited a deficiency in restoring the damaged tissues as was seen with the other mutants. After caudal fin amputation, the restored fin in the *gemin3* mutant was significantly smaller and often missing the pigment gap present in normal tailfins (Fig. 4a, b). Similarly, following chemical-mediated liver ablation in the Tg(*fabp10a*:CFP-NTR) transgenic background, the *gemin3* mutant displayed a clear deficiency in liver regeneration compared to the control siblings (Fig. 4c, d). As a control, *gemin6* mutants were also examined for a role in the regeneration of caudal fin and liver. In contrast to the regeneration mutants, *gemin6* mutants showed normal regeneration of both the caudal fin and the liver (Supplementary Fig. 5). These data suggest that *gemin3*, like *smn1* and *gemin5*, is generally involved in regeneration, regardless of the injured tissue.

**Fig. 4:**
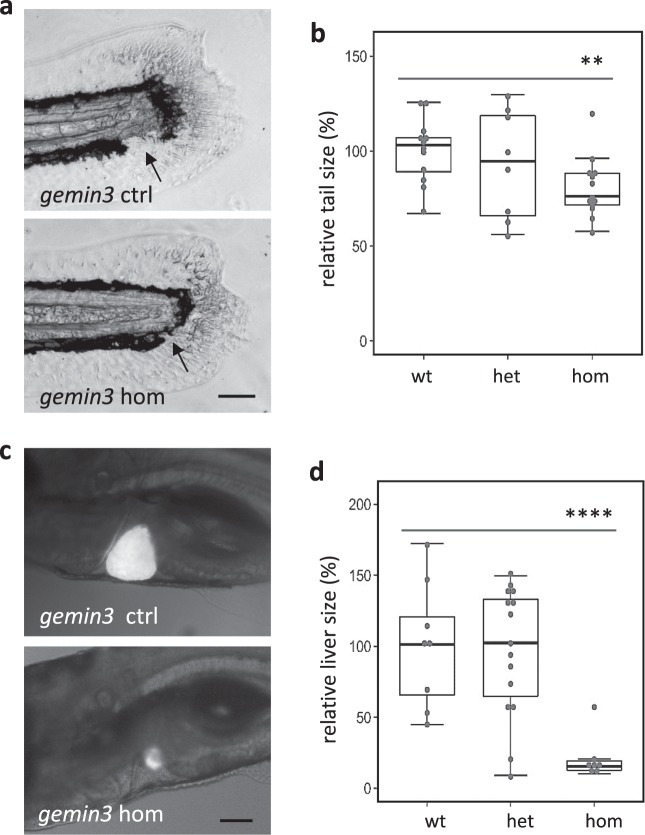
*gemin3*^*hg106*^ mutations impair regeneration of caudal fins and livers. **a** Caudal fin regeneration in the control and *gemin3*^*hg106*^ mutant embryos at 4 days post amputation. Arrows point to the pigment gap which is often missing in the mutants. Scale bar, 100 µm. **b** Quantification of the area of regenerated caudal fins in the *gemin3*^*hg106*^ mutants. **c** Liver regeneration in the control and *gemin3*^*hg106*^ mutant embryos at 3 days post ablation. The CFP fluorescence labels the regenerated livers. Scale bar, 100 µm. **d** Quantification of the area of the regenerated livers. Representative images are shown. Liver tissue is labeled by Tg(*fabp10a*:CFP-NTR). Graphs show mean ± s.e.m. **P < 0.01; ****P < 0.0001. Data for each analysis were collected from ~40 embryos produced from a pairwise heterozygous incross (for fin regeneration), or a pairwise heterozygous incross in the background of the transgene Tg(*fabp10a*:CFP-NTR) (for liver regeneration).

### RNA-Seq reveals shared downstream targets among the genes involved in regeneration

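Pools of zebrafish larvae homozygous for a mutation in *smn1*, *gemin2*, *gemin3*, *gemin4*, *gemin5*, *gemin6* or *gemin7* were compared with pools of wild-type larvae by RNA-Seq. The paper's methods describe the larvae as offspring of a single heterozygous pair. Whether the 3 libraries of a mutant came from separate crosses is not stated, so their spread may not measure variation between crosses. The larvae were exposed to 10 µM copper sulfate, which ablates hair cells, for 2 h at 5 dpf. Bodies were stored at 7 dpf, after genotyping from a fin biopsy, so the RNA represents the whole larva and not the neuromasts alone. Each group held 3 libraries, 33 in all. The *smn1*, *gemin3* and *gemin5* mutants each had 3 libraries of their own wild-type siblings. The *gemin2*, *gemin4*, *gemin6* and *gemin7* mutants shared 1 control of 3 wild-type libraries, which the sample labels assign to the *gemin4*, *gemin6* and *gemin7* families, so the *gemin2* mutants had no sibling library. Reads were 125 nt from a HiSeq instrument, except for the *gemin3* mutants and their siblings, which were read at 150 nt on a NovaSeq instrument. The authors mapped the reads to GRCz10 with STAR and deposited the expected counts of RSEM, which are estimates and need not be whole, for 34707 gene identifiers. The total per library ranged from 30045993 to 88871247, with a median of 36496510. Totals were 30045993 to 34492482 in *smn1* mutants (median 33998814) and 32918845 to 35643027 in their siblings (median 35152740). In *gemin3* mutants they were 75095754 to 88871247 (median 80937157), and in their siblings 61452820 to 81194679 (median 70747418). In *gemin5* mutants they were 30972361 to 32894470 (median 31046531), and in their siblings 30219715 to 31289204 (median 30427544). Totals ran from 33829189 to 45440249 (median 38839881) in *gemin2* mutants and from 34870980 to 36496510 (median 36227480) in *gemin4* mutants. They ran from 32058757 to 44016048 (median 37654312) in *gemin6* mutants and from 39752011 to 41029241 (median 40755259) in *gemin7* mutants. The shared control libraries held 37573729 to 60650366 counts (median 39167904). The counts were rounded to whole numbers, genes with low counts were removed, and library sizes were normalized by edgeR's TMM method. Each mutant was then compared with its control by edgeR's quasi-likelihood test on the 6 libraries concerned, with Benjamini-Hochberg adjustment over all genes tested, between 22601 and 24229 per comparison. The paper used DESeq2 for this step. Choices that could change the numbers include the test, the shared control, the replicate numbers as a block, whether 1 fit holds all 33 libraries, and which libraries are included. The mRNA of the mutated gene was examined first in each mutant. Relative to the control mean, *gemin2* mRNA stood at 28.5% ± 2.16 (SD, n = 3) in *gemin2* mutants. The *gemin3* gene, listed under the symbol *ddx20*, stood at 49.6% ± 0.686 (SD, n = 3) in *gemin3* mutants, *gemin5* at 58.9% ± 12.7 (SD, n = 3) in *gemin5* mutants and *gemin7* at 63.1% ± 8.25 (SD, n = 3) in *gemin7* mutants. In each of these 4 mutants, all 3 libraries lay below all 3 control libraries. The mRNA of *smn1* in *smn1* mutants (99.5% ± 6.18), of *gemin4* in *gemin4* mutants (97.4% ± 14.0) and of *gemin6* in *gemin6* mutants (94.6% ± 16.4) did not differ from the control (SD, n = 3 each), so mRNA levels do not check the labels of these 3 mutants.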

To identify the pathways shared amongst the mutants blocking regeneration, we conducted RNA-Seq using all the mutants from the SMN complex that affected adult survival. 

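For the 21 mutant libraries, log2(CPM + 1) was computed for 24535 genes and the mean of the 3 control libraries was subtracted. Averaged over the 3 libraries of each mutant, these log2 fold change profiles correlated across genes with Pearson's r of 0.494 between *smn1* and *gemin3* mutants, 0.646 between *smn1* and *gemin5* mutants, and 0.571 between *gemin3* and *gemin5* mutants. The mean of the 3 values, 0.570, was the largest among the 35 possible choices of 3 of the 7 mutants (exact share 0.0286, the smallest that 35 choices allow). Genes are not independent replicates, so the mutant was taken as the unit of this ranking. Among *gemin2*, *gemin4*, *gemin6* and *gemin7* mutants the mean r was 0.0847, from -0.0835 between *gemin6* and *gemin7* mutants to 0.246 between *gemin2* and *gemin4* mutants. Between the former 3 mutants and the latter 4, the mean r was 0.108, and the largest value was 0.260, between *smn1* and *gemin4* mutants. The latter 4 mutants were measured against the same 3 control libraries, which adds a shared component to their profiles. These libraries also came mostly or wholly from other families, while the former 3 mutants had only their own siblings as control. The lower r of the latter 4 mutants can therefore not be told apart from a difference in controls. When each was measured against its own single wild-type library, with *gemin2* mutants left out, the mean r among *gemin4*, *gemin6* and *gemin7* mutants was 0.0431. A single control library adds its own noise, so this value does not settle the question. Hierarchical clustering of single libraries (1 - r, average linkage) placed the 9 libraries of *smn1*, *gemin3* and *gemin5* mutants in 1 cluster that held no other library. Inside it the *gemin3* libraries grouped together, while *smn1* and *gemin5* libraries were intermixed. The libraries of *gemin2*, *gemin4*, *gemin6* and *gemin7* mutants each formed a cluster of their own. Correlations between the libraries of the same mutant averaged 0.721 in *gemin3*, 0.702 in *gemin2*, 0.445 in *gemin5*, 0.426 in *gemin7*, 0.410 in *gemin4*, 0.238 in *gemin6* and 0.216 in *smn1* mutants. Centring each gene on its mean over the 7 mutants moved the mean r among *smn1*, *gemin3* and *gemin5* mutants the most, to 0.298, still the largest of the 35. With replicate 2 of every group left out, the smallest cluster that held the 6 remaining libraries of the 3 mutants also held 1 library of another mutant. When each library was paired with the control library of the same number, the 9 libraries again formed 1 cluster, but only *gemin3* and *gemin2* libraries then grouped by mutant.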

We found that *smn1*, *gemin3*, and *gemin5* clustered together while all of the mutations not resulting in a regeneration phenotype failed to cluster with any other gene (Fig. 5a), suggesting the function of the genes without a regeneration phenotype are more divergent than that of the regeneration genes. 

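Adjusted p-values fell below 0.05 for 21 genes in *smn1* mutants (17 up, 4 down), 237 genes in *gemin3* mutants (138 up, 99 down) and 205 genes in *gemin5* mutants (134 up, 71 down). The corresponding counts were 1249 genes in *gemin2* mutants (528 up, 721 down), 4 in *gemin4* mutants (3 up, 1 down), and 0 in *gemin6* and *gemin7* mutants, where 855 and 1908 genes had an unadjusted p-value below 0.05. Libraries with the same replicate number deviated together in the *smn1* comparison (mean correlation 0.543), the *gemin5* comparison (0.437) and, less, the *gemin3* comparison (0.236). With the replicate number as a block, the counts rose to 350 genes in *smn1*, 480 in *gemin3* and 1700 in *gemin5* mutants, the largest increases of any setting for *smn1* and *gemin5* mutants. The *gemin3* and *gemin5* mutants shared 90 of their genes, all changed in the same direction. Of the genes of *smn1* mutants, 16 were shared with *gemin3* and 17 with *gemin5* mutants, again all in the same direction. The *gemin2* mutants shared 75 genes with *gemin3* mutants, 50 of them in the same direction, 61 with *gemin5* mutants, 45 of them in the same direction, and 11 with *smn1* mutants, all in the same direction. In all of *smn1*, *gemin3* and *gemin5* mutants, 15 genes had an adjusted p-value below 0.05, 14 up and 1 down, or 77 up and 34 down with the replicate block. The largest rise was in *jac9* (ENSDARG00000074983), with a log2 fold change of 5.65 in *smn1* mutants (standard error 0.610), 8.34 in *gemin3* mutants (0.230) and 5.47 in *gemin5* mutants (0.258). Its CPM was 0.145 ± 0.00173 in *gemin3* siblings and 47.8 ± 9.90 in *gemin3* mutants (SD, n = 3 each). *ntrnl3* (ENSDARG00000105489) rose by 2.599, 5.27 and 1.90 (standard errors 0.284, 0.232 and 0.250), and *si:dkey-204l11.1* (ENSDARG00000079403) by 2.92, 2.93 and 3.58 (standard errors 0.256, 0.276 and 0.232) in the same order of mutants. The gene that fell, *erv* (ENSDARG00000105592), had log2 fold changes of -0.78, -1.41 and -0.71 (standard errors 0.0871, 0.116 and 0.107). The adjusted p-values of these 4 genes lay between 1.30e-05 and 0.0402 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *smn1* mutants, leaving out any library other than mutant replicate 1 raised the adjusted p-value of all 4 above 0.05, without a change of direction. Counts of *jac9*, *ntrnl3* and *erv* are uncertain, since RSEM could divide reads among similar copies of jacalin-like, neurotrypsin-like and retroviral genes. Of the 15 genes, 10 also had an adjusted p-value below 0.05 in *gemin2* mutants, in the same direction, and 2, *jac9* and *ntrnl3*, in *gemin4* mutants. Of the 77 genes up and 34 down with the block, 37 also did in *gemin2* mutants, 29 of them in the same direction. In *gemin4* mutants the log2 fold change was 6.43 for *jac9* (standard error 0.554) and 4.48 for *ntrnl3* (0.480). All 15 genes changed in the same direction in *gemin4* mutants, 14 of the 15 in *gemin6* mutants, 13 of the 14 tested in *gemin2* mutants and all 14 tested in *gemin7* mutants.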

The regeneration genes regulated a common set of downstream targets which were distinct from the mutants that did not affect regeneration (Supplementary Fig. 6, Supplementary Data 1). We found *erbb2* and *erbb3b*, two genes with a documented role in neuromast hair cell formation^28,29^, were upregulated in the three non-regenerative mutants (Fig. 5b, c). 

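The receptor tyrosine kinase gene *erbb2* (ENSDARG00000026294) had a log2 fold change of 0.16 in *smn1* mutants (standard error 0.103), 0.16 in *gemin3* mutants (0.195) and 0.14 in *gemin5* mutants (0.101). For *erbb3b* (ENSDARG00000036993) the values were 0.17 (standard error 0.0981), 0.12 (0.0797) and 0.20 (0.0716). Over all genes tested, the adjusted p-values of both genes in the 3 mutants lay between 0.318 and 0.936 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over 4 genes tested together, these among them, the value for *erbb3b* was 0.0292 in *gemin5* mutants by the same edgeR test, 0.155 in *smn1* mutants and 0.238 in *gemin3* mutants. For *erbb2* it was 0.155, 0.441 and 0.192 in *smn1*, *gemin3* and *gemin5* mutants. The fit with the replicate block gave log2 fold changes of 0.16, 0.20 and 0.14 for *erbb2* and 0.17, 0.12 and 0.21 for *erbb3b*, in the same order. With the block, the adjusted p-value of *erbb3b* over the 4 genes was 0.0151 in *gemin5*, 0.0747 in *smn1* and 0.164 in *gemin3* mutants (edgeR), and that of *erbb2* lay between 0.1035 and 0.241. Over all genes, the smallest adjusted p-value with the block was 0.0964, for *erbb3b* in *gemin5* mutants, by the edgeR test, with 0.0964 to 1 over the alternatives. CPM of *erbb2* was 31.4 ± 9.05 in *gemin3* siblings and 35.2 ± 0.658 in *gemin3* mutants (SD, n = 3 each). Leaving out replicate 3 of those siblings reversed the direction, to a log2 fold change of -0.0629. For *erbb3b*, CPM was 33.3 ± 0.558 in *gemin5* mutants and 29.0 ± 1.49 in their siblings, 32.9 ± 1.19 in *smn1* mutants and 29.2 ± 2.87 in their siblings, and 27.2 ± 1.16 in *gemin3* mutants and 25.0 ± 1.59 in their siblings (SD, n = 3 each). In *gemin4*, *gemin6* and *gemin7* mutants, log2 fold changes were -0.016, 0.051 and -0.067 for *erbb2* (standard errors 0.197, 0.157 and 0.127), and 0.0018, 0.0013 and -0.099 for *erbb3b* (standard errors 0.0998, 0.0917 and 0.0964). The direction of *erbb2* in these 3 mutants, and of *erbb3b* in *gemin4* and *gemin6* mutants, reversed when a library was left out.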

RNA-Seq data also identified an increase in expression for *tp53* and *mdm2* genes specifically in the mutants inhibiting regeneration (Supplementary Fig. 7a). In addition, RNA-Seq data showed that a mutation in one of the “regeneration genes” had no effect on the expression of the other two genes (Supplementary Fig. 8), suggesting there is no inter-regulation between the genes at the transcriptional level.

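The gene *mdm2* (ENSDARG00000033443) had log2 fold changes of 0.62 in *smn1*, 0.68 in *gemin3* and 0.66 in *gemin5* mutants. In *gemin2*, *gemin4*, *gemin6* and *gemin7* mutants they were 0.53, 0.39, 0.023 and 0.28 (standard errors 0.127, 0.132, 0.125 and 0.124). The *gemin2* mutants were set against a control without *gemin2* siblings. The adjusted p-value of *mdm2* in *gemin2* mutants was 0.0507 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00559 over 4 genes tested together. It was 0.00772 with DESeq2 and 0.000991 with edgeR on all 33 libraries in 1 fit. In *gemin4* mutants, *mdm2* had an adjusted p-value of 0.811 over all genes and 0.0316 over the 4 genes by the edgeR test. In *gemin7* mutants the same edgeR values were 0.610 and 0.111. From the clustering of *smn1*, *gemin3* and *gemin5* mutants, the paper proposes that the genes without a regeneration phenotype are more divergent in function than the regeneration genes, and it states that the rise of *mdm2* is specific to the mutants inhibiting regeneration.

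**Figure D1:**
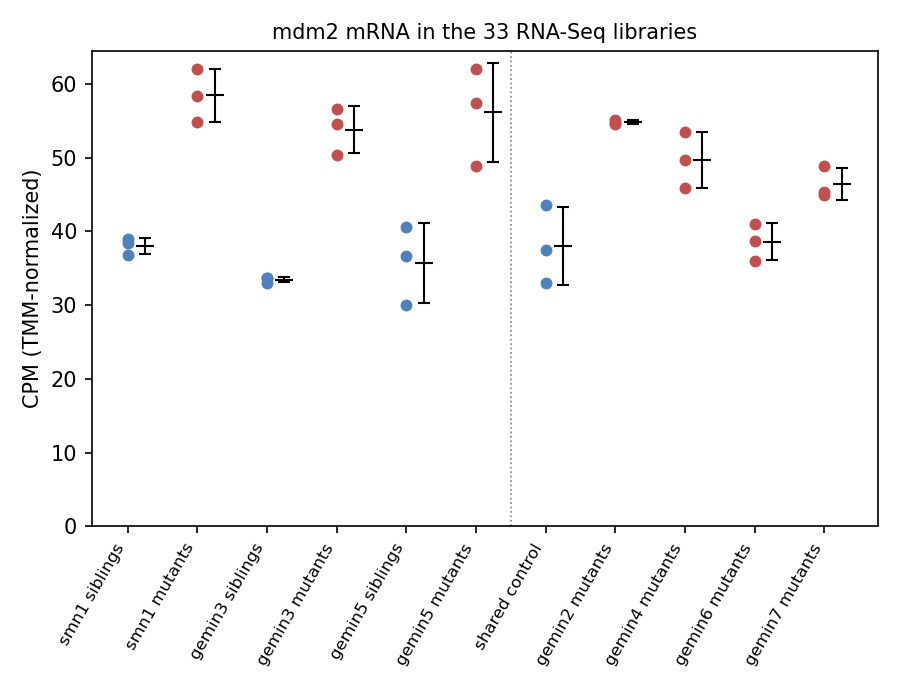
CPM of *mdm2* in the 33 libraries, by group, with wild-type groups in blue and mutants in red; each point is a library, the black mark the mean and the bar the SD (n = 3), and the dotted line separates the comparisons with own siblings (left) from those with the shared control (right). All libraries of *gemin2* mutants (54.6 to 55.1 CPM), *gemin4* mutants and *gemin7* mutants lie above the 12 wild-type libraries, as do those of *smn1*, *gemin3* and *gemin5* mutants. The highest of the 12, at 43.5 CPM, came from the *gemin7* family.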

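In *gemin3* mutants, the log2 fold change was -0.18 for *smn1* (standard error 0.0827) and -0.16 for *gemin5* (standard error 0.0799), which left 88.6% ± 4.38 of the control level of *smn1* and 89.9% ± 1.37 of that of *gemin5* (SD, n = 3 each). All 3 mutant libraries lay below all 3 sibling libraries for both genes, which chance alone gives with a probability of 0.1 in a 2-sided exact test of 3 libraries against 3, the smallest p such a test allows. The adjusted p-values were 0.475 and 0.512 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.359 and 0.364 in the edgeR fit with the replicate block. In *gemin5* mutants, *smn1* stood at 108.2% ± 6.01 and the *gemin3* gene (*ddx20*) at 96.8% ± 2.55 of the control (SD, n = 3 each), with log2 fold changes of 0.12 (standard error 0.0845) and -0.039 (0.0975). In *smn1* mutants, *ddx20* stood at 100.6% ± 16.2 and *gemin5* at 106% ± 6.65 (SD, n = 3 each), with log2 fold changes of 0.0054 (standard error 0.135) and 0.086 (0.131). The adjusted p-values of these 4 comparisons lay between 0.673 and 0.999 by the edgeR test, and between 0.449 and 0.996 with the replicate block. A change of these 3 genes in each other's mutants was therefore not detectable with 3 libraries per group, which does not exclude changes of the size seen in *gemin3* mutants. The directions of *ddx20* in *smn1* and *gemin5* mutants and of *gemin5* in *smn1* mutants reversed in fits that left out 1 library, and that of *ddx20* in *smn1* mutants also with the block.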

**Fig. 5:**
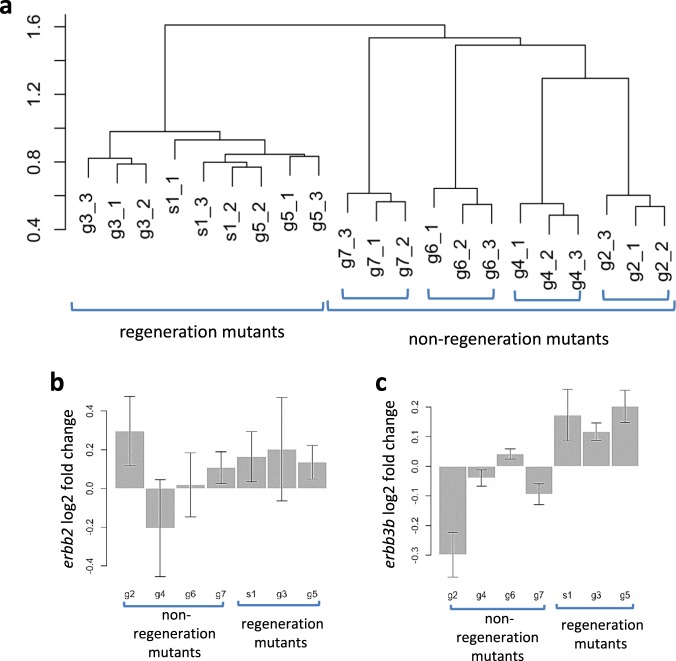
Shared genes dysregulated in *gemin3*, *gemin5*, and *smn1* mutants revealed by RNA-Seq. **a** Hierarchical clustering of RNA-Seq samples using log2-fold change of normalized read counts. The control and mutant embryos used for the analysis were: *smn1*^*fh229*^ (s1), *gemin2*^*hg108*^ (g2), *gemin3*^*hg105*^ (g3), *gemin4*^*hg109*^ (g4), *gemin5*^*hg80*^ (g5), *gemin6*^*hg110*^ (g6), and *gemin7*^*hg111*^ (g7). The *Y*-axis shows the linkage value. **b** and **c** Log2-fold change of mRNA expression of *erbb2* **b** and *erbb3b* **c** in different homozygous mutant backgrounds. Error bars indicate standard deviations.

### Observed upregulation of the tp53/Mdm2 pathway was not the major cause of the regeneration phenotype

Several lines of published evidence indicate that p53 interacts with and regulates Mdm2, and activation of tp53 is associated with SMN complex activity and SMA^30–32^. 

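The mean log2 fold change of *mdm2* over *smn1*, *gemin3* and *gemin5* mutants was 0.65, against 0.305 over *gemin2*, *gemin4*, *gemin6* and *gemin7* mutants, a difference of 0.348. In a 2-sided exact permutation test over the 35 choices of 3 of the 7 mutants, p was 0.0571 (0.114 after Benjamini-Hochberg adjustment over 4 genes). With *gemin2* mutants left out, the difference was 0.422, with p = 0.1, the smallest that the exact test over 20 choices allows. Taking libraries in place of mutants as the unit, a contrast over the 33 libraries gave a difference of 0.34 for *mdm2* (standard error 0.0990). By edgeR's quasi-likelihood test, its adjusted p-value was 0.00233 over the 4 genes and 0.163 over all genes. The block on replicate numbers gave a difference of means over the mutants of 0.340, with an unchanged exact p-value. In the contrast over libraries, the block changed the call over all genes, with an adjusted p-value of 0.0316 for *mdm2* (edgeR; 0.0316 to 0.737 over the alternatives).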

Our RNA-Seq data showed a regeneration-associated upregulation of both the *tp53* and *mdm2* genes (Supplementary Fig. 7a). To investigate a potential role for the tp53/Mdm2 pathway in hair cell regeneration, we depleted *tp53* genetically in both the *smn1* and *gemin5* mutant backgrounds. For the *gemin5* study, we crossed the *gemin5* mutant with the *tp53* M214K mutation^33^, and found that the *gemin5/tp53* double mutants showed no improvement in regeneration or adult survival when compared to the *gemin5* mutant alone (Supplementary Fig. 7b, data not shown). For the *smn1* mutation, the *tp53* and *smn1* genes in zebrafish were both on chromosome 5, so we obtained double mutants carrying homozygous mutations for an *smn1* 2 bp insertion and a *tp53* 7 bp deletion, by injecting *smn1* CRISPR guide RNAs into embryos harboring a homozygous 7 bp *tp53* deletion mutation^34^ and raised those fish for inbreeding. Consistent with the results of the *gemin5/tp53* double mutant, *tp53* mutants did not rescue the regeneration deficiency or the adult survival of *smn1* mutants (data not shown).

RNA-Seq data showed that Mdm2 was also significantly induced in *gemin3*, *gemin5*, and *smn1* mutants. 

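By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, *mdm2* had an adjusted p-value of 0.00651 in *gemin3* mutants, 0.0756 in *gemin5* mutants and 0.0750 in *smn1* mutants (standard errors of the log2 fold changes 0.0729, 0.129 and 0.0829). With the replicate number as a block, edgeR gave 0.00472, 0.000204 and 0.00453 in the same order. Adjusted over 4 genes, the values from edgeR without the block were 3.22e-05, 0.00208 and 0.000224. DESeq2, the paper's tool, gave 4.57e-12, 0.000924 and 3.17e-06 over all genes. CPM of *mdm2* was 53.8 ± 3.17 in *gemin3* mutants and 33.4 ± 0.350 in their siblings (SD, n = 3 each). It was 56.1 ± 6.68 in *gemin5* mutants and 35.7 ± 5.40 in their siblings, and 58.5 ± 3.62 in *smn1* mutants and 38.0 ± 1.11 in their siblings (SD, n = 3 each). In each of the 3 comparisons, all mutant libraries lay above all sibling libraries.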

Since *mdm2* mutations cause early embryonic lethality, we created a partial knockdown of Mdm2 by injecting *mdm2* CRISPR guide RNAs into the *gemin5* mutant background and found the resulting mosaic mutations in *mdm2* showed no rescue of hair cell regeneration in the *gemin5* mutants (data not shown). Altogether, these data indicate that despite strong induction of *tp53* and *mdm2* in all three mutants blocking regeneration, the tp53/Mdm2 pathway is not a major contributor to the observed regeneration phenotype although it does suggest that all three genes are involved in a common subset of pathways not shared by the other SMN complex proteins, and those pathways are involved in both injury responses and tp53 stress responses.

### Regeneration-deficient mutants are less sensitive to the ErbB pathway inhibitor AG1478

RNA-Seq analysis revealed an upregulation of *erbb3b* in the three regeneration-deficient mutants (Fig. 5b). 

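Over the 3 regeneration-deficient mutants the mean log2 fold change of *erbb3b* was 0.164, against -0.0980 over *gemin2*, *gemin4*, *gemin6* and *gemin7* mutants. The difference of 0.262 was the largest of either sign among the 35 choices of 3 of the 7 mutants (2-sided exact permutation test, p = 0.0286, the smallest it allows; 0.114 after Benjamini-Hochberg adjustment over 4 genes). It was 0.264 with the replicate block. Without *gemin2* mutants, in which *erbb3b* fell, the difference was 0.196 (exact p = 0.1, the smallest that 20 choices allow). In the contrast over the 33 libraries, the difference was 0.260 (standard error 0.0737, adjusted p = 0.00233 over the 4 genes and 0.152 over all genes by edgeR's quasi-likelihood test). For *erbb2*, the mean over the 3 mutants was 0.155, against 0.067 over the other mutants (exact permutation p = 0.400). With the replicate block it was 0.168 against 0.056. Without *gemin2* mutants, in which *erbb2* rose, the difference was 0.166 (exact permutation p = 0.1, again the smallest that 20 choices allow). The contrast over libraries without *gemin2* mutants gave 0.153 for *erbb2* (standard error 0.181).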

To investigate whether the ErbB pathway was associated with the hair cell regeneration deficiency, we performed a pharmacological inhibition using a well-established ErbB pathway inhibitor, AG1478, on *gemin5* mutants. Since the RNA-Seq data were obtained from analyzing whole larval tissue and the regeneration phenotypes were manifested in the lateral line neuromasts, we examined the impact of perturbating other pathways that were enriched in the RNA-Seq data analysis and/or have a documented role in neuromast cell proliferation (Supplementary Table 3). Most conditions were negative, with only AG1478 showing a specific phenotype. Treatment with 2 µM AG1478 caused a dramatic increase in lateral line neuromasts of control siblings (as predicted), but only a mild increase in the *gemin5* mutant larvae (Fig. 6a, b, Supplementary Fig. 9a), indicating that the *gemin5* mutant is resistant to ErbB pathway inhibition. To determine whether the reduced sensitivity was common to all three regeneration gene mutations, we treated *smn1* and *gemin3* mutants with AG1478. Consistent with the findings from the *gemin5* mutant, the *smn1* mutant and the *gemin3* mutants also showed a reduced responsiveness to AG1478 (Fig. 6c, d). To test if the ErbB pathway responded normally in the other mutants of the complex, we treated *gemin6* mutants with AG1478. In contrast to the mutants that disrupted regeneration, the *gemin6* mutant responded to AG1478 comparable to that of their control siblings (Fig. 6e). Altogether, these results point out that the inability to respond to AG1478 inhibition specifically in the mutants that inhibited regeneration, suggesting a mechanistic link between the loss of regeneration and ErbB signaling.

**Fig. 6:**
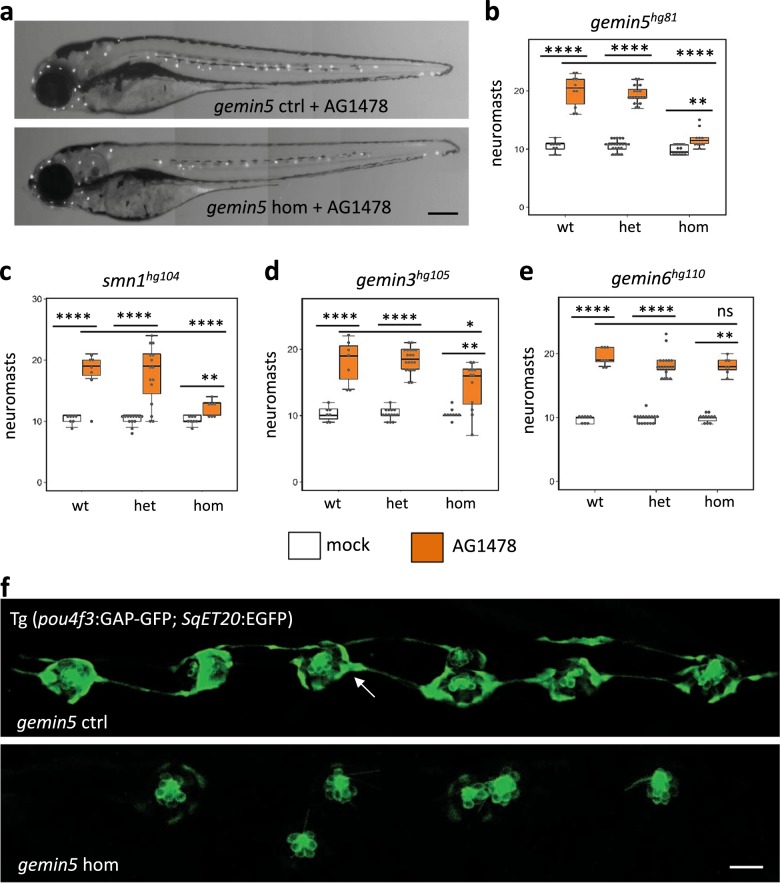
Reduced responsiveness of *gemin3*, *gemin5*, and *smn1* mutants to ErbB pathway inhibitor AG1478. **a** Neuromasts in AG1478-treated control and *gemin5*^*hg81*^ mutant embryos at 5 dpf. Neuromasts are shown as white dots. Scale bar, 250 µm. **b** Quantification of the lateral line neuromasts in mock and AG1478-treated embryos carrying the *gemin5*^*hg81*^ mutation at 5 dpf. **c** Quantification of the lateral line neuromasts in mock and AG1478-treated embryos carrying the *smn1*^*hg104*^ mutation at 5 dpf. **d** Quantification of the lateral line neuromasts in mock and AG1478-treated embryos carrying the *gemin3*^*hg105*^ mutation at 5 dpf. **e** Quantification of the lateral line neuromasts in mock and AG1478-treated embryos carrying the *gemin6*^*hg110*^ mutation at 5 dpf. Error bars in the graphs show the mean ± s.e.m. ns, *P* > 0.05; *P < 0.05; **P < 0.01; ****P < 0.0001. **f** Fluorescent images of lateral line neuromasts labeled by transgenes Tg(*pou4f3*:GAP-GFP) and Tg(*SqET20*:EGFP) in the control and *gemin5*^*hg81*^ mutant at 5 dpf after AG1478 treatment. Images were taken in the areas surrounding the end of yolk extension. White arrow points to the Tg(*SqET20*:EGFP) signal in the control embryo, which is dramatically increased in the mutant. Scale bar, 50 µm. The embryos used for the above analyses were generated from a pairwise incross of heterozygotic parents, treated with 2 µM AG1478 from 1 to 5 dpf, and then used Yopro-1 staining or transgenic fluorescence at 5 dpf to analyze neuromast formation. Data for each condition were generated using ~40 embryos born from a single pair of heterozygous parents.

We observed a down-regulation of *erbb3b* and an upregulation of *erbb2* in the *gemin2* mutant (Fig. 5b, c). 

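In *gemin2* mutants, *erbb3b* had a log2 fold change of -0.30 (standard error 0.106) and *erbb2* a log2 fold change of 0.30 (standard error 0.135). The adjusted p-values over all genes were 0.156 and 0.252 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0295 and 0.0549 over the 4 genes. With all 33 libraries in 1 edgeR fit, the adjusted p-value of *erbb3b* over all genes was 0.0127. CPM of *erbb3b* was 18.6 ± 1.19 in *gemin2* mutants and 22.9 ± 0.540 in the control (SD, n = 3 each), and all 3 mutant libraries lay below the 12 wild-type libraries of all families, which ranged from 22.3 to 32.3. CPM of *erbb2* was 28.9 ± 3.44 in *gemin2* mutants and 23.5 ± 2.41 in the control (SD, n = 3 each). None of the 3 *gemin2* libraries lay outside the range of *erbb2* in the 12 wild-type libraries, 21.0 to 37.2 CPM, and the control held no *gemin2* siblings.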

To examine whether ErbB signaling is altered in *gemin2* mutants, we analyzed the neuromast formation under natural conditions and under ErbB pathway inhibition. Neither condition revealed a difference between the control siblings and *gemin2* mutants (Supplementary Fig. 9b), suggesting ErbB signaling in *gemin2* mutant is normal.

### Neuromast cell proliferation is not induced by AG1478 in gemin5 mutants

To understand why *gemin5* mutants responded differently to AG1478, we used wild-type embryos with a double transgene Tg(*pou4f3*:GAP-GFP);(*SqET20*:EGFP) to label neuromast cells, and used an EdU incorporation assay to mark proliferating cells. We exposed the double transgenic embryos either to a mock treatment or to AG1478, and the resulting embryos were stained with the nuclear dye DAPI. In each neuromast, DAPI labeled all neuromast cells, Tg(*pou4f3*:GAP-GFP) labeled hair cells, Tg(*SqET20*:EGFP) labeled mantle cells that demarcate the outer periphery of neuromasts, and the GFP negative and DAPI-positive cells in between were the support cells. Quantification results showed that AG1478 promoted the proliferation of all three types of neuromast cells in wild-type larvae (Supplementary Fig. 9c, d), consistent with previous finding that AG1478 promotes cell proliferation^35^.

When AG1478 was applied to *gemin5* embryos possessing the same Tg(*pou4f3*:GAP-GFP);(*SqET20*:EGFP) transgenes, *gemin5* mutants possessed a significantly reduced number of neuromast hair cells (as visualized by Tg(*pou4f3*:GAP-GFP)) and mantle cells (as visualized by Tg(*SqET20*:GFP)) (Fig. 6f), indicating that the *gemin5* mutation impaired neuromast cell proliferation in response to ErbB inhibition.

Several studies have indicated that AG1478 regulates neuromast cell proliferation through modulating the cell signaling activity between the Schwann cells, interneuromast cells, and the axons via Wnt^35–38^. We tested whether we could detect disruptions in Schwann cells in *gemin5* mutant embryos. Schwann cell morphology and quantity were evaluated using the Tg(*foxd3*:GFP) transgene or by the expression of *myelin basic protein a* (*mbpa*). Neither revealed a noticeable difference between the control siblings and mutants (Supplementary Fig. 10a, b). Lateral line axons were labeled with an antibody targeting acetylated tubulin and appeared to be comparable between the control and mutant embryos (Supplementary Fig. 10c). Wnt pathway activity was manipulated with both the Wnt pathway activator BIO and the inhibitor IWR1. Neither showed any differences between the mutant and control siblings (Supplementary Table 3). Altogether these data suggest the disruptions in myelination by the Schwann cells was not associated with the failure of AG1478 to induce supernumerary neuromasts in the *gemin5* mutant.

### Genetic mutations of ErbB pathway genes recapitulate the AG1478 effect

Similar to inhibition by AG1478, mutations in ErbB pathway genes, such as *erbb2*, *erbb3b*, and *nrg1*, lead to an increase in lateral line neuromasts^35,37,38^. Mutations in *erbb3b* and *nrg1* appear to have no other significant impact on embryo axis patterning nor on adult survival. We therefore generated stable genetic mutations for both *erbb3b* and *nrg1* and compared the effect of these mutations to the AG1478 effect on lateral line neuromast formation. As expected, both *erbb3b* and *nrg1* mutations caused a dramatic increase in the number of lateral line neuromasts, however, the increase was consistently lower than that of AG1478 treatment (Fig. 7a, b), suggesting AG1478 inhibits ErbB signaling more broadly than that mediated by either *erbb3b* or *nrg1* alone and that there may be some redundant signaling from other related genes.

**Fig. 7:**
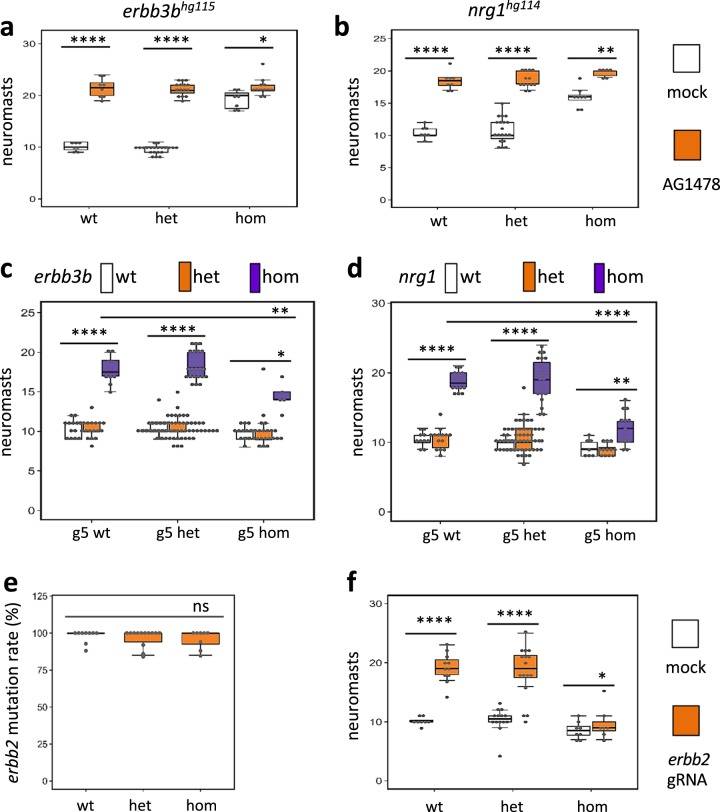
Reduced responsiveness of *gemin5*^*hg81*^ mutants to the knockdown of ErbB pathway genes. **a** Quantification of lateral line neuromasts in the mock and AG1478-treated *erbb3b*^*hg115*^ mutant embryos at 5 dpf. **b** Quantification of lateral line neuromasts in the mock and AG1478-treated *nrg1*^*hg114*^ mutant embryos at 5 dpf. Approximately 40 embryos generated from a pair of heterozygous parents carrying either *erbb3b*^*hg115*^ or *nrg1*^*hg114*^ mutation were treated with 0 or 2 µM AG1478 from 1 to 5 dpf and then stained with Yopro-1 to count lateral line neuromasts. **c** Quantification of lateral line neuromasts in the *gemin5*^*hg81*^/*erbb3b*^*hg115*^ mutant embryos at 5 dpf. The data are generated from analyzing 177 embryos generated from pairwise incrosses of double heterozygous parents and five embryos are double mutants. **d** Quantification of lateral line neuromasts in the *gemin5*^*hg81*^/*nrg1*^*hg114*^ mutant embryos at 5 dpf. The data are generated from analyzing 156 embryos generated from pairwise incrosses of double heterozygous parents and 13 embryos are double mutants. **e** *erbb2* mutation rate in *erbb2* CRISPR guide RNA injected *gemin5* mutant embryos at 5 dpf. Mutation rate was measured by CRISPR-STAT fluorescent PCR-based fragment analysis^61^. **f** Quantification of lateral line neuromasts in the mock and *erbb2* CRISPR guide RNA injected *gemin5* mutant embryos at 5 dpf. Error bars in the graphs indicate mean ± s.e.m. ns, *P* > 0.05; *P < 0.05; **P < 0.01; ****P < 0.0001. The analysis was done by injecting the embryos generated from a pair of *gemin5*^*hg81*^ heterozygous parents with either Cas9 protein alone (mock injection) or Cas9 protein together with *erbb2* guide RNAs (*erbb2* gRNA injection), followed by analyzing hair cell development in ~40 injected embryos for each condition, and lastly determining *gemin5*^*hg81*^ genotype and *erbb2* mutation rate for each of the analyzed embryo. No *erbb2* mutation was detected in the mock injection group.

We then examined how mutations of the genes in the ErbB pathway impact neuromast formation in the *gemin5* mutant background. We generated double mutants of *erbb3b/gemin5* or *nrg1/gemin5*. Consistent with our previous observations, a homozygous mutation in either *erbb3b* or *nrg1* alone caused an increase in the number of neuromasts, a homozygous mutation for *gemin5* alone caused no alteration, and a heterozygous mutation of either gene alone or together produced no change (Fig. 7c, d). Both double mutants displayed a lower level of increase of lateral line neuromasts when compared to *erbb3b* or *nrg1* mutant, however, the number of neuromasts in the double mutants was significantly higher when compared to the *gemin5* mutant alone, indicating disruption of the ErbB pathway could partially rescue the deficiency of neuromast formation in the mutant. The partial rescue in the double mutants suggests that AG1478 was failing to sufficiently inhibit ErbB signaling in *gemin5* mutants instead of the alternative explanation that interneuromast cells were unable to respond properly to release of ErbB signaling.

Rescue was also attempted by mutating the *erbb2* gene in the *gemin5* mutant background. Since *erbb2* loss of function is early embryonically lethal, we generated a mosaic knockdown of *erbb2* by injecting multiple CRISPR guide RNAs into the embryos from a *gemin5* heterozygous incross, and then used the injected embryos to quantify lateral line neuromast formation. Mutation frequency analysis showed these *erbb2* CRISPR guide RNAs resulted in a near-complete mutagenesis of the *erbb2* gene (Fig. 7e). Neuromast number quantification showed the *erbb2* knockdown promoted more neuromasts than that of *gemin5* mutant (Fig. 7f).

### ErbB pathway inhibition partially rescues hair cell regeneration

Activation of ErbB signaling has been implicated in the regeneration of other tissues^29,39^, so we investigated whether ErbB pathway inhibition could improve hair cell regeneration in the three mutants that disrupt regeneration. In performing the hair cell regeneration assay in the presence of the ErbB inhibitor, AG1478 had no obvious effect on the regeneration of hair cells in control siblings, however, it did exhibit a dose-dependent rescue of regeneration in all three mutants (Fig. 8). Our interpretation of the data from Figs. 7 and 8 is that ErbB signaling in the *smn1*, *gemin3*, and *gemin5* mutants was hyperactive, such that the increased ErbB activity was blocking AG1478 induction of ectopic neuromasts. Similarly, too much ErbB signaling was blocking the initiation of hair cell regeneration, but now AG1478 inhibition was sufficient to partially release the block in regeneration, presumably because ErbB-signaling levels were generally lower in the regenerating neuromast compared to the interneuromast cells, or the level of reduction needed to see rescue was lower in the case of hair cell regeneration compared to neuromast induction.

**Fig. 8:**
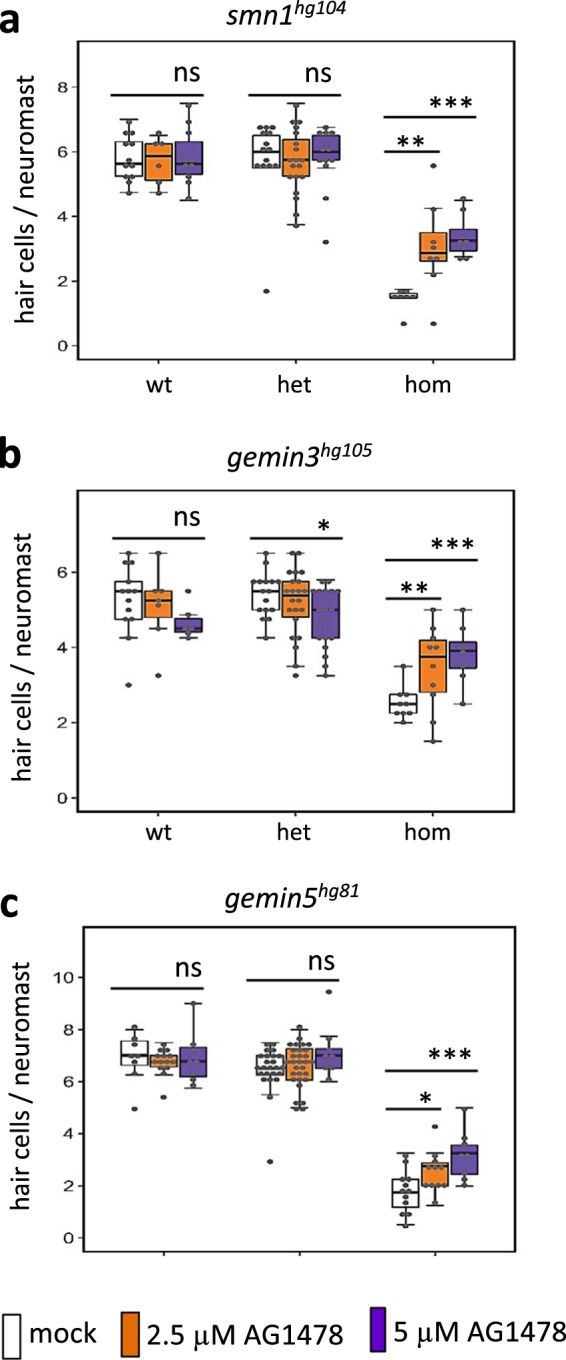
ErbB pathway inhibitor AG1478 partially rescues the hair cell regeneration deficiency in *gemin3*, *gemin5*, and *smn1* mutants. **a** Quantification of regenerated hair cells in the AG1478-treated *smn1*^*hg104*^ mutant embryos at 2 days post hair cell ablation. **b** Quantification of regenerated hair cells in AG1478-treated *gemin3*^*hg105*^ mutant embryos at 2 days post hair cell ablation. **c** Quantification of regenerated hair cells in lateral line neuromasts in AG1478-treated *gemin5*^*hg81*^ mutant embryos at 2 days post hair cell ablation. The slight reduction in the hair cells of the *gemin3*^*hg105*^ heterozygotes treated with 5 µM of AG1478 could be due to drug toxicity to this genetic background, since it was not observed in the *smn1*^*hg104*^ and *gemin5*^*hg81*^ embryos. Graphs show the mean ± s.e.m. Statistical difference are indicated as: ns, *P* > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001. Analysis for each condition was done with ~40 embryos generated from a single pair of heterozygous carrier parents, ablated hair cells at 5 dpf, and then treated with 0, 2.5, or 5 µM of AG1478 from 5 to 7 dpf.

## Discussion

Our previous large-scale mutagenesis screen showed *smn1* and *gemin5*, two SMN complex members, were essential for tissue regeneration^14^. In this study, we expanded our mutagenesis screen to systematically examine the potential role of each of the nine members of the SMN complex in tissue regeneration. Consistent with the findings reported from other groups^40–42^, we found that mutations in most SMN complex members were essential for adult survival (Supplementary Table 2). However, our genetic data suggest the nine SMN complex members can be categorized into three separate groups: *smn1*, *gemin3*, and *gemin5* are required for both overall survival and regeneration after injury; *gemin2*, *gemin4*, *gemin6*, and *gemin7* are required for survival but not for regeneration; *gemin8* and *strap/unrip* appear to be non-essential for either regeneration or survival. The three regeneration members (*smn1*, *gemin3*, and *gemin5*) are regulating regeneration through ErbB pathway-mediated cell proliferation, and they are essential for regeneration of multiple (if not all) tissues.

Studies of the SMN complex have been ongoing for more than two decades^43^ with the largest focus on *SMN1* because mutations in this gene are responsible for the human disease SMA^1,2^. However, the association of SMN complex members with tissue regeneration was not recognized until our prior study^14^ and expanded here. Our work strongly suggests that some of the SMN complex members have separate, independent functions unrelated to snRNP assembly, or that the complex may not have a single cellular function that always requires all nine subunits in stochiometric balance. For example, we found transcripts were not expressed uniformly and ubiquitously, but expression varied in different brain regions and in different neuromast cells (Supplementary Fig. 2). However, no additive or synergistic interactions were observed between the three genes involved in regeneration (Supplementary Fig. 3). All three regeneration members functioned through ErbB-pathway-mediated cell proliferation (Figs. 6, 8), all three possessed an ability to regulate regeneration in multiple tissues (Fig. 4)^14^, and none of the three appeared to be epistatic to the other two. All these findings argue that these regenerative members work together in a shared molecular mechanism. Our findings suggest that the three SMN complex members involved in regeneration possess functions separate from snRNP biosynthesis that are essential for tissue regeneration and are also related to tp53 regulation/activation, although our genetic evidence in these two functions are not directly related.

In line with our findings, previous studies have reported apparently independent activities of SMN complex members. For example, SMN1 regulates ribosome biology and motor neuron growth^5,44,45^, SMN1’s function in motor neurons appears to be independent of snRNP biosynthesis^46^, and SMN1 has a specific role in axonal mRNA regulation and axonogenesis^7,8^. Furthermore, GEMIN3, an RNA helicase, is involved in cell proliferation and microRNA regulation of signal transduction^9^. Gemin5 regulates *smn1* expression^25^, Gemin5’s C-terminus can regulate protein synthesis^10,12,47,48^, and Gemin5 is strongly stimulated upon viral infection^11^. Future studies should be able to evaluate SMN complex-dependent and independent functions more precisely through detailed analysis of splicing isoforms in different genes and/or cell types, under natural, diseased, or regenerative conditions.

In this study, we demonstrated a link between the ErbB pathway and three of the SMN complex’s proteins. RNA-Seq data revealed an increased expression of the ErbB pathway genes *erbb2* and *erbb3b* in *smn1*, *gemin3*, and *gemin5* mutants (Fig. 5b, c), both chemical inhibition of the ErbB pathway with AG1748 and genetic ablation of *erbb3b* or *nrg1* were able to partially rescue the neuromast induction and hair cell regeneration (Figs. 6–8), demonstrating the ErbB pathway was hyperactive in the mutants. Because the ErbB pathway is associated with various neurological diseases^49^, it suggests future investigation is warranted to address whether the upregulation of the ErbB pathway in the three SMN mutants is specific to injury responses or if it is also one of the underlying mechanisms in the neurodegenerative pathology of SMA.

Several studies have demonstrated that the ErbB pathway plays a promotive role in the regeneration of other tissues. For example, mutations in *erbb2* or *erbb3* cause a deficiency in caudal fin regeneration^29^, and AG1478 treatment inhibits the regenerative proliferation of cardiomyocytes^39^. Our data indicate that the role of the ErbB pathway in regeneration differs based on tissue type. It remains unclear how the ErbB signaling is properly integrated into the different roles it plays in different tissues.

We found that inhibition of ErbB pathway contributes to a partial rescue of their regeneration phenotype (Fig. 8). The partial rescue, consistent with the RNA-Seq data (Fig. 5. Supplementary Fig. 6), suggests that the ErbB pathway is, at least in part, the underlying mechanism for the deficient regeneration, and likely it is only one of many pathways affected during the regeneration. It is possible that this dysregulation of ErbB signaling is also responsible for some of the pathologies seen in SMA patients, suggesting that one possible treatment could be inhibitors of ErbB signaling. Besides *erbb3b*, *p53*, and *mdm2* were also upregulated (Supplementary Fig. 7a). The p53/Mdm2 pathway has been documented to interact with the SMN complex. tp53 has a direct physical interaction with both SMN1 and Gemin3^32,50^ and tp53 depletion rescues *mdm2* mutant phenotypes^30^. Abnormal *mdm2* splicing and p53 activation are associated with the death of motor neurons in SMA^31^. We found inhibition of the tp53/Mdm2 pathway brought no alteration to survival or regeneration in the *gemin5* or *smn1* mutants (Supplementary Fig. 7, data not shown), suggesting this pathway is not the major cause of the mutant regeneration phenotypes.

Despite the well-established role of the SMN complex in pre-mRNA splicing, the number of mis-splicing events detected in the RNA-Seq dataset were relatively limited (Supplementary data 2). It suggests that depleting a single member of the SMN complex does not fully abolish the complex activity. Consistent with this idea, the formation of sub-complexes containing some but not all SMN complex members has been observed^51,52^. The RNA-Seq samples were collected at 7 dpf, a time prior to the manifestation of obvious morphological phenotypes. The significant regeneration deficiency detected at this time in the mutants of the three SMN complex members argues that the regeneration phenotype is not solely attributed to the splicing function of the SMN complex, in line with the observation that knockdown of the PRMT5 complex members had no effect on regeneration (Supplementary Fig. 3d, e). Studies on splicing genes and their associated human diseases have brought forth clear evidence on the noncanonical role of splicing factors in translation regulation^53–55^. Taken into consideration that both SMN1 and GEMIN5 have a documented role in translational control and GEMIN5 has been shown to regulate *smn1* expression^5,10,25^, it is reasonable to speculate that the regeneration phenotype of the three SMN complex members, even the disease SMA, could be associated with post-transcriptional roles of these proteins. Supporting this speculation is that SMA is also associated with mutations in *uba1*, a gene involved in protein ubiquitination^56,57^.

In conclusion, this study provides insight into the SMN complex and potential roles for the complex in wound healing and ErbB signaling. Although *SMN1* is the causative gene in the majority of SMA patients, there are still cases of SMA where the causative gene is unknown. Because we see phenotypes cluster with *smn1*, *gemin3*, and *gemin5*, it is possible that a fraction of undiagnosed SMA cases or related neurodegenerative diseases could be caused by variants in either *GEMIN3* or *GEMIN5*. It is also possible that the functions of the three SMN complex members outside of snRNP assembly are somehow linked to SMA pathology and deficient regeneration is an underlying mechanism for SMA and even for other neurological diseases.

## Methods

### Zebrafish husbandry and embryology

Zebrafish husbandry and embryo staging were performed according to Kimmel^58^. All experiments were in compliance with NIH guidelines for animal handling and research and approved by the NHGRI Animal Care and Use Committee (protocol G-01-3). Adult fish survival was examined at 3 months post fertilization. Quantitative PCR (qPCR) was conducted by extracting total RNA with Trizol (Invitrogen, Cat#: 15596026), synthesizing cDNA with SuperScript first-strand synthesis system (Thermo Fisher Scientific. Cat#: 11904018), and then running qPCR with SYBR™ Green PCR Master Mix (Thermo Fisher Scientific, Cat#: 4344463). Beta-actin was used as an internal reference. Semi-qPCR analysis was conducted similarly as qPCR except no use of SYBR Green and amplicons analyzed on an agarose gel. CRISPR/Cas9 mutagenesis was performed as previously described^59^. For studying the effect of *erbb2*, *gemin5, clns1a, wdr77*, and *prmt5* knockdown on regeneration, Cas9 protein (New England Biolabs. Cat#: M0646T) was co-injected with multiple guide RNAs targeting a single exon of each gene to increase mutation frequency. Mutation rate was detected by a pair of primers flanking the guide RNA targets. The CRISPR targets and primers used for mutation detection are listed in the CRISPRz database^60^ https://research.nhgri.nih.gov/CRISPRz/). CRISPR mutation rates for founder embryos were analyzed by calculating the percentage of mutant signal over the total signal^61^.

### Biological materials and the zebrafish transgenic lines

The biological dyes used in this study were: Yopro-1 (Life Technologies. Cat#: Y3603), ProLong Gold Antifade Mountant with DAPI (Vector Laboratories. Cat#: H1200). Chemical compounds used in this study were all purchased from Sigma: copper sulfate (C1297), antimycin A (A8674), cycloheximide (C7698), AG1478 (T4182), DAPT (D5942), dexamethasone (D4902), prednisolone (P6004), 1-azakenpaullone (A3734), BIO (B1686), IWR1 (I0161), SU5402 (SML0443), SB505124 (S4696), H_2_O_2_ (216763), NAC (A7250), and GSH (G4251). All chemicals except NAC and GSH were dissolved in DMSO. NAC and GSH were dissolved in embryo media 1x Holtfreter’s buffer. Chemical treatments were carried out in embryo media, with the doses and durations listed in Supplementary Table 3. Mock treatments were carried out by adding an equal amount of the corresponding solvents. The zebrafish transgenic lines used were: Tg(*atoh1a*:dTomato)^*nns8* ^^62^, Tg(*tnks1bp1*:EGFP)^63^, Tg(*clndb*:GFP)^zf106 ^^64^, Tg(*pou4f3*:GAP-GFP)^s273t ^^65^. Tg(*SqET20*:EGFP)^66^, Tg(*foxd3*:GFP)^*zf15* ^^67^, Tg(*fabp10a*:CFP-NTR)^s931 ^^68^. Imaging of the transgenic embryos was conducted using either an inverted Zeiss Axiophot or a Zeiss LSM 880 confocal microscope.

### Hair cell and neuromast quantification

Hair cell staining and quantification were as described^69^. Briefly, for analyzing hair cell development, embryos from heterozygotic incrosses were cultured until 5 dpf, and then placed in a cell strainer (BD Falcon) for staining with 2 µM YoPro-1 for 30 min. Lateral line neuromasts P1, P2, P4, and P5 in each embryo were used for hair cell counting using an inverted Zeiss Axiophot. The number of neuromasts in the lateral line of each embryo was also counted for studying neuromast formation. For hair cell regeneration analysis, embryos from heterozygotic incrosses at 5 dpf were treated with the ototoxin copper sulfate at 10 µM for 2 h except when otherwise indicated, recovered for 48 h, and then counted for the regenerated hair cells in the lateral line neuromasts P1, P2, P4, and P5. Approximately 40 embryos were used for each of the analyses except when otherwise indicated. The average number of hair cells and the standard error of the mean (s.e.m.) are shown in the graphs.

### Immunohistochemical staining

Hair cell staining for fixed zebrafish tissues was performed with a combination of antibodies against hair cell soma-1 (Developmental Studies Hybridoma Bank. Cat#: HCS-1, 1 μg/ml) and myosin-VIIa (Developmental Studies Hybridoma Bank. Cat#: 138-1, 1 μg/ml), followed by an Alexa 488-labeled secondary antibody (Invitrogen. Cat#: A11001, 4 μg/ml). Alkaline phosphatase staining for lateral line neuromasts was performed as previously reported^35^. Lateral line axons were stained with an antibody against acetylated tubulin (Sigma. Cat#: T7451, 1:1000 dilution) and a secondary antibody conjugated with Alexa 594 (Invitrogen. Cat#: A11012, 4 μg/ml). Proliferating cells were labeled with the Click-It EdU Alexa Fluor 594 Imaging Kit (Life Science. Cat#: C10339), following the manufacturer’s instructions. Embryos were prepared by exposure to 500 µM of EdU in 1x Holtfreter’s buffer with 15% DMSO in an ice bath for 30 minutes, recovered for 3 h, and then fixed in 4% paraformaldehyde overnight. The stained embryos were mounted with ProLong Gold Antifade Mountant with DAPI on a microscope slide and imaged with a Zeiss LSM 880 confocal microscope. The neuromast images were then used for EdU-positive cell quantification. For the *smn1* mutation, neuromasts were additionally labeled by Tg(*cldnb*:GFP). For the *gemin5* mutation, neuromasts were additionally labeled by Tg(*tnks1bp1*:EGFP).

### Quantifying development and regeneration of caudal fin

Caudal fin development and regeneration were analyzed as previously described^14^. In brief, embryos were obtained from a pair of heterozygous parents. Fin development was measured at 5 dpf, using the posterior of pigment gap as a positional reference. For the regeneration analysis, amputation was performed at 3 dpf, at the posterior end of ventral pigment break. The regeneration was measured at 7 dpf, continuing to use the anterior end of pigment gap as a positional reference. ImageJ was used for quantifying the fin areas. All analyzed embryos were genotyped. Graph shows the mean and s.e.m., based on the quantification data from ~10 embryos per genotype.

### Quantification of development and regeneration of liver

Liver development and regeneration were tested using the transgene Tg(*fabp10a*:CFP-NTR)^68^. The embryos used for the analysis were the CFP-positive embryos obtained from a pair of parents with one carrying the heterozygous gene mutation and the other carrying both the heterozygous mutation and an allele of Tg(*fabp10a*:CFP-NTR). Liver size was measured at 5 dpf. For liver regeneration analysis, the embryos were treated with 10 mM metronidazole for 1.5 days at 3 dpf and analyzed for regeneration at 7 dpf. All analyzed embryos were imaged at a lateral view with head facing right under a Zeiss Axiophot fluorescent microscope, and afterwards genotyped. ImageJ was used to measure the liver areas. Approximately 45 CFP-positive embryos were used for each analysis. Graph shows the mean and s.e.m.

### RNA-Seq analysis

The embryos used for RNA-Seq were produced from a cross of a single pair of heterozygous parents, exposed to 10 μM copper sulfate for 2 h at 5 dpf, and then subjected to caudal fin biopsy for genotyping and the body stored in Qiazol (Qiagen. Cat#: 79306) at 7 dpf. Afterwards the wild-type and homozygous mutant embryos were pooled together and used for total RNA extraction by using Qiagen miRNeasy Mini Kit (Cat#: 217004). The total RNA with an integrity score (RIN) over 9 were used for RNA-Seq analysis. For the RNA-Seq data analysis, reads were mapped to the reference genome (GRCz10, Ensembl release 91, without pseudogenes) using STAR v2.6.1c with the default settings. Expression abundance was estimated using RSEM. Differentially expressed genes were identified using R package “DESeq2” for either the wildtype-mutant pair or all the samples combined. We defined a gene S1-up (or G3-up, G5-up) when it was significantly (fdr < 0.05) up-regulated in the regeneration gene mutants S1 (or G3, G5) and not significantly (*p* ≥ 0.1 and fdr ≥ 0.25) in any of the non-regeneration gene mutants and the log2-fold change is not greater than log2(fold change of S1)−0.2 (or G3,G5). We defined a gene S1-down when it was significantly down-regulated in the regeneration gene mutants S1 (or G3, G5) and not in any of the non-regeneration gene mutants and the log2-fold change is not greater than log2(fold change of S1) + 0.2 (or G3, G5). We labeled these S1/G3/G5-up/down genes as the regeneration-associated up/down genes. The regeneration-associated genes were then used for KEGG pathway, gene ontology, and InterPro analysis (Fisher’s exact test FDR < 0.05). Gene set enrichment analysis was implemented for each wildtype-mutant pair. Gene sets with odds ratio > 1 and (FDR > 0.1 or *P*-value > 0.01) in any of S1, G3, G5 wildtype-mutant pair but less significant in all of G2, G4, G6, G7 pairs were labeled as the enriched gene sets. Gene sets with fewer than 10 or more than 500 genes or with the regeneration-associated genes fewer than 3 were removed.

### Statistical analyses

A Student *t*-test (two tailed) was used for comparison between two samples. One-way ANOVA was used when comparing multiple samples. A difference was considered significant when *P* value was <0.05. Dotted box plot graphs were made using R. Center lines indicate the median. Asterisks and short lines were used to indicate a significant difference between two groups. ns, *P* ≥ 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Each experiment presented was repeated at least twice, with the replicates showing statistical significance each time.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

supplemental figures and tables

Supplementary Dataset 1

Supplementary Dataset2

Reporting Summary Checklist

## Data Availability

All RNA-seq data deposited to GEO under access number: GSE134187. Sequence and mutagenic activity of all sgRNA CRISPR guides used in this study available at the CRISPRz database https://research.nhgri.nih.gov/CRISPRz/.

# Supplementary material for: A subset of SMN complex members have a specific role in tissue regeneration via ERBB pathway-mediated proliferation
**Source:** NPJ Regen Med. 2020 Mar 25;5:6. doi: 10.1038/s41536-020-0089-0
**Supplement:** Supplementary file 1 — supplemental figures and tables

# Suppl. Figure 1

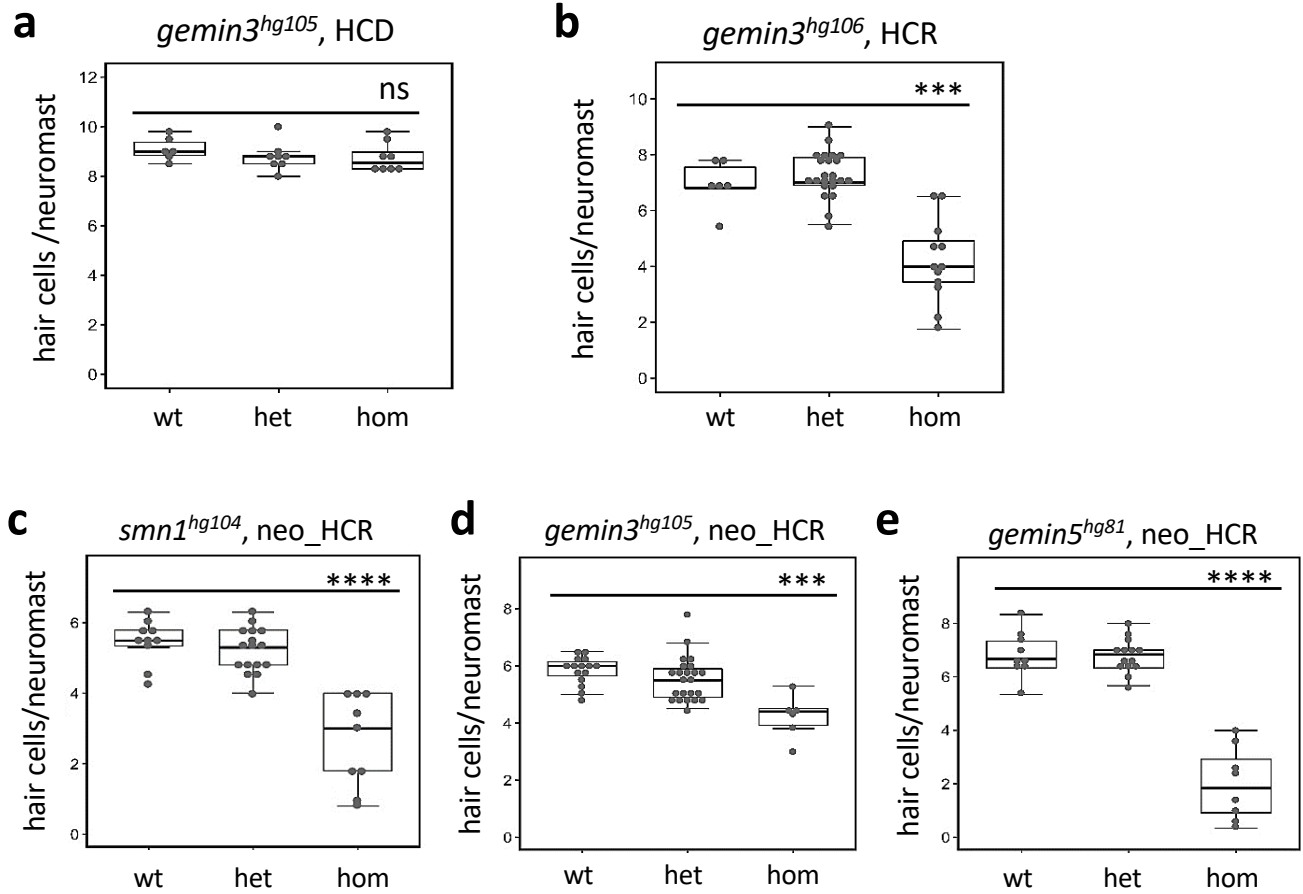

Suppl. Fig. 1 Hair cell development and regeneration in *gemin3*, *gemin5*, and *smn1* mutants. (A) Normal hair cell development in *gemin3<sup>hg105</sup>* mutants. (B) Impaired hair cell regeneration in *gemin3<sup>hg106</sup>* mutants. (C-E) impaired hair cell regeneration after neomycin-induced hair cell ablation in homozygous mutations of *smn1<sup>hg104</sup>* (C), *gemin3<sup>hg105</sup>* (D) and *gemin5<sup>hg81</sup>* (E). HCD, hair cell development. HCR, hair cell regeneration. neo, neomycin. wt, wild-type. het, heterozygotes. hom, homozygotes. Error bars in the graphs represent mean  $\pm$  s.e.m. ns,  $P > 0.05$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ . Approximately 40 embryos were used for each of the analyses and then genotyped to determine the genotype-phenotype correlation.

# Suppl. Figure 2

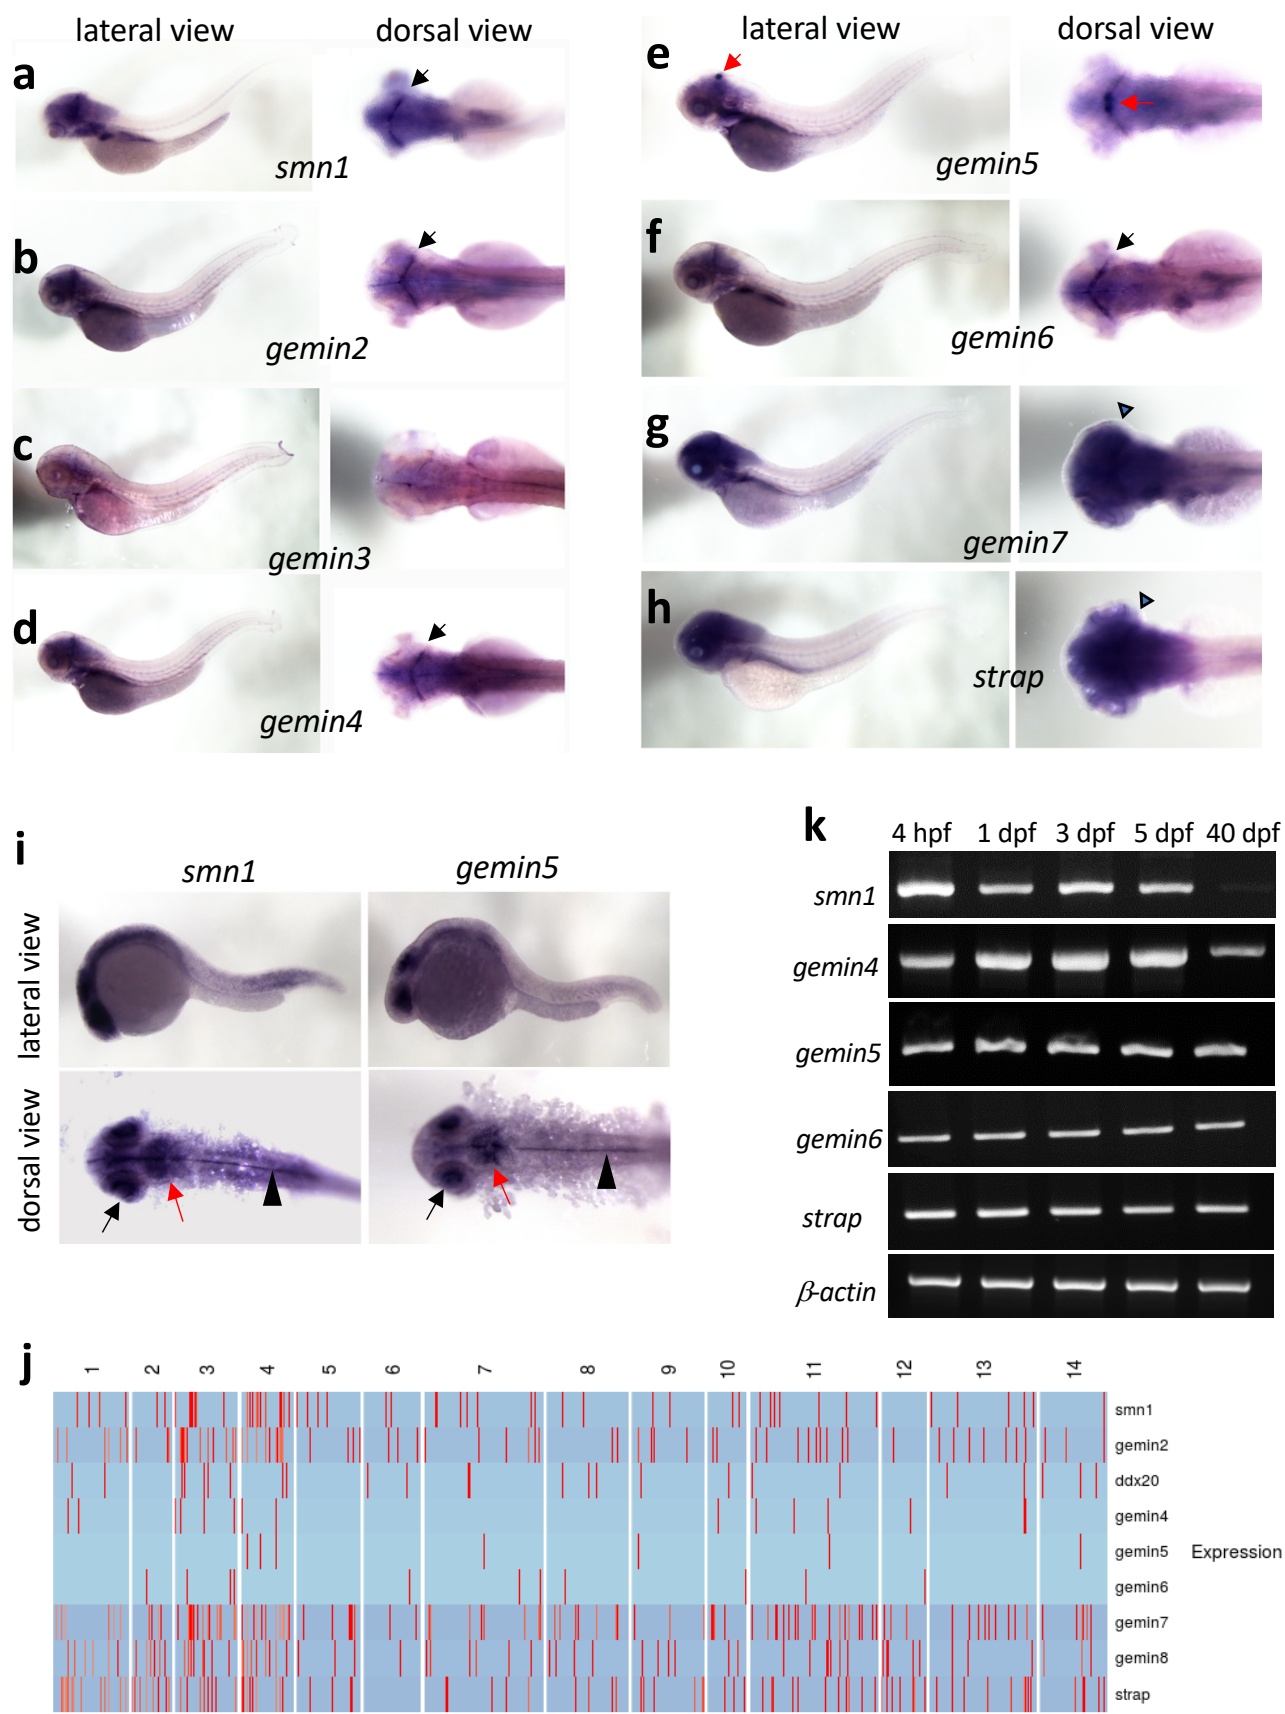

Suppl. Fig. 2 Expression analysis of the SMN complex genes.

(A-H) Whole-mount in situ hybridization analysis using TAB5 wild-type embryos at 3 dpf to detect the mRNA expression patterns of *smn1* (A), *gemin2* (B), *gemin3* (C), *gemin4* (D), *gemin5* (E), *gemin6* (F), *gemin7* (G) and *strap* (H). Black arrows point to the restricted brain expression of *smn1*, *gemin2*, *gemin4*, and *gemin6*. Red arrows point to the unique expression of *gemin5* as a stripe with a thickening in the midline. Black arrowheads point to the ubiquitous expression of *gemin7* and *strap*. No obvious expression of *gemin8* was detected at this embryonic stage. (I) Whole-mount in situ hybridization analysis using TAB5-wild type embryos at 1 dpf to detect the mRNA expression patterns of *smn1* and *gemin5*. For imaging the dorsal view, yolks of the embryos were removed for better visualization of the staining. Black arrows point to expression in the eye. Red arrows point to the expression in the forebrain. Black arrowheads point to midline expression. For whole-mount in situ hybridization analysis, each probe was used for 15 wild-type embryos. (J) Heatmap of mRNA expression of the SMN complex genes in the scRNA-sequencing data reported by Lush ME, et al <sup>17</sup>. Each red hash indicates a cell that expresses the specific gene. The numbers 1-14 indicate the different clusters of neuromast cells, with clusters 1 and 2 indicating hair cells, clusters 5 and 6 indicating mantle cells, and the others indicating support cells. The *gemin5* gene is not expressed in hair cells (clusters 1 and 2). The expression of *ddx20/gemin3*, *gemin4*, *gemin5* and *gemin6* are overall weaker than the other genes. (K) Semi-quantitative PCR analysis of the mRNA expression levels of the SMN complex genes at different developmental stages. All gels were derived from the same experiment and were processed in parallel.

# Suppl. Figure 3

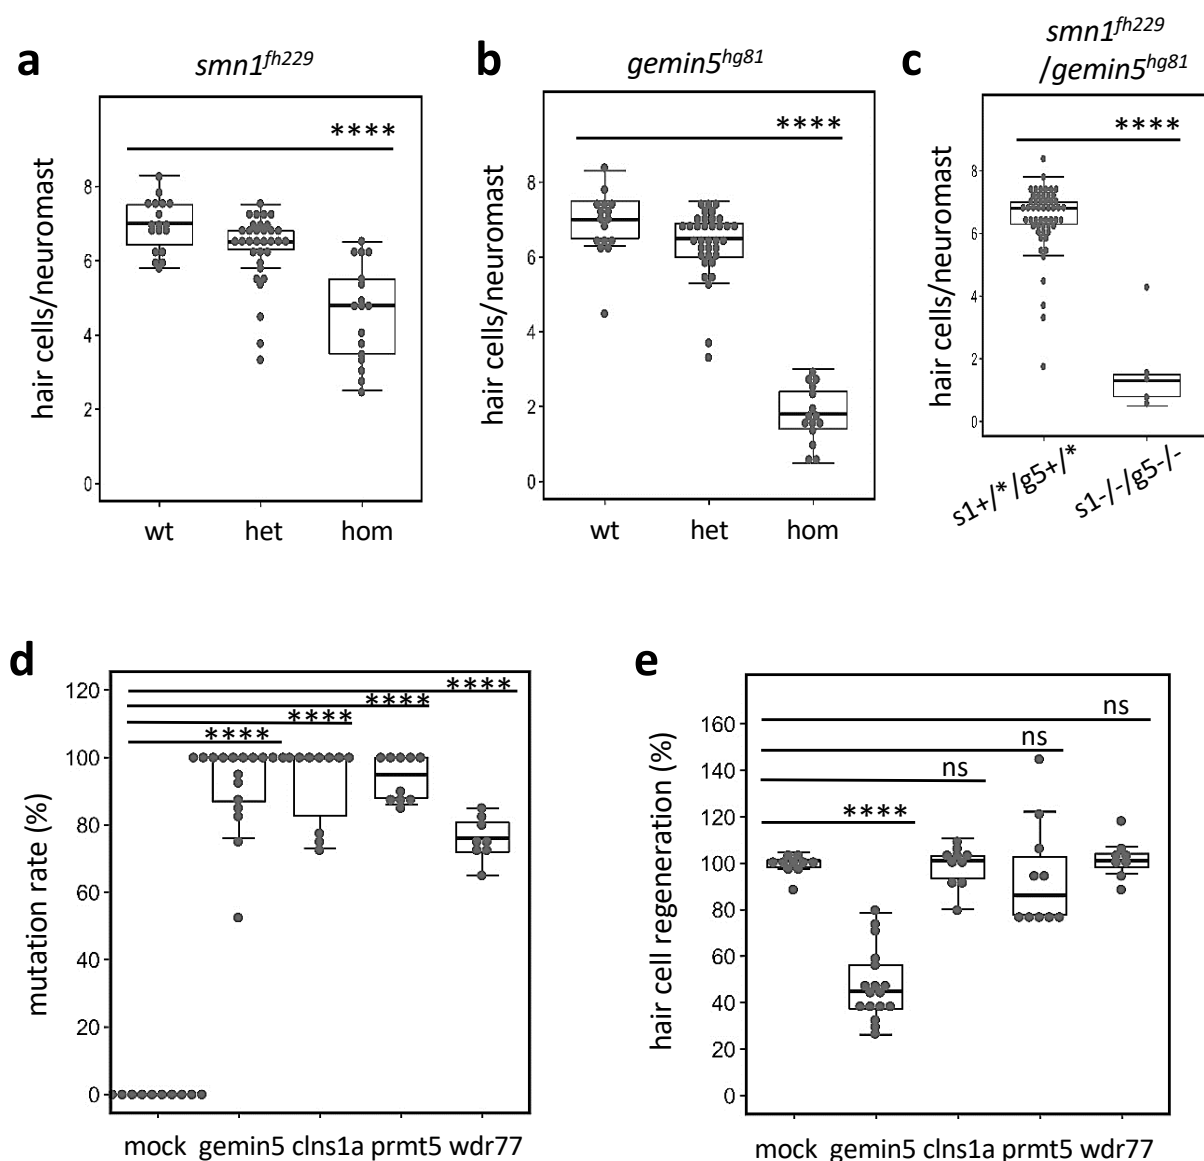

Suppl. Fig. 3 Hair cell regeneration in *smn1<sup>fh229</sup>/gemin5<sup>hg81</sup>* double mutants and the PRMT5 complex mutants.

(A-C) Analysis of the *smn1<sup>fh229</sup>/gemin5<sup>hg81</sup>* double mutants. The 130 embryos used for the analysis were generated from a single pair of parents, each carrying heterozygous mutations for both *smn1<sup>fh229</sup>* and *gemin5<sup>hg81</sup>*. Genotyping results showed 5/130 embryos were double mutants. Graphs show the hair cells regenerated from the *smn1<sup>fh229</sup>* mutant (A), *gemin5<sup>hg81</sup>* mutant (B), and *smn1<sup>fh229</sup>/gemin5<sup>hg81</sup>* double mutant (C). The difference is significant between the *smn1* wild-type and homozygotes, between the *gemin5* wild-type and homozygotes, and between the *smn1/gemin5* control and double mutant (\*\*\*\*  $P < 0.0001$  for all three groups). There is no difference between the *gemin5* homozygotes and the *smn1/gemin5* double homozygotes (ns,  $P > 0.05$ . Not labeled in the graphs). (D-E) Analysis of the PRMT5 complex mutants. Mutation frequency shown in (D) was measured by the CRISPR-STAT method. Hair cell regeneration in (E) was normalized to Cas9 injected mock embryos. Approximately 10 embryos were used for generating each data point.

# Suppl. Figure 4

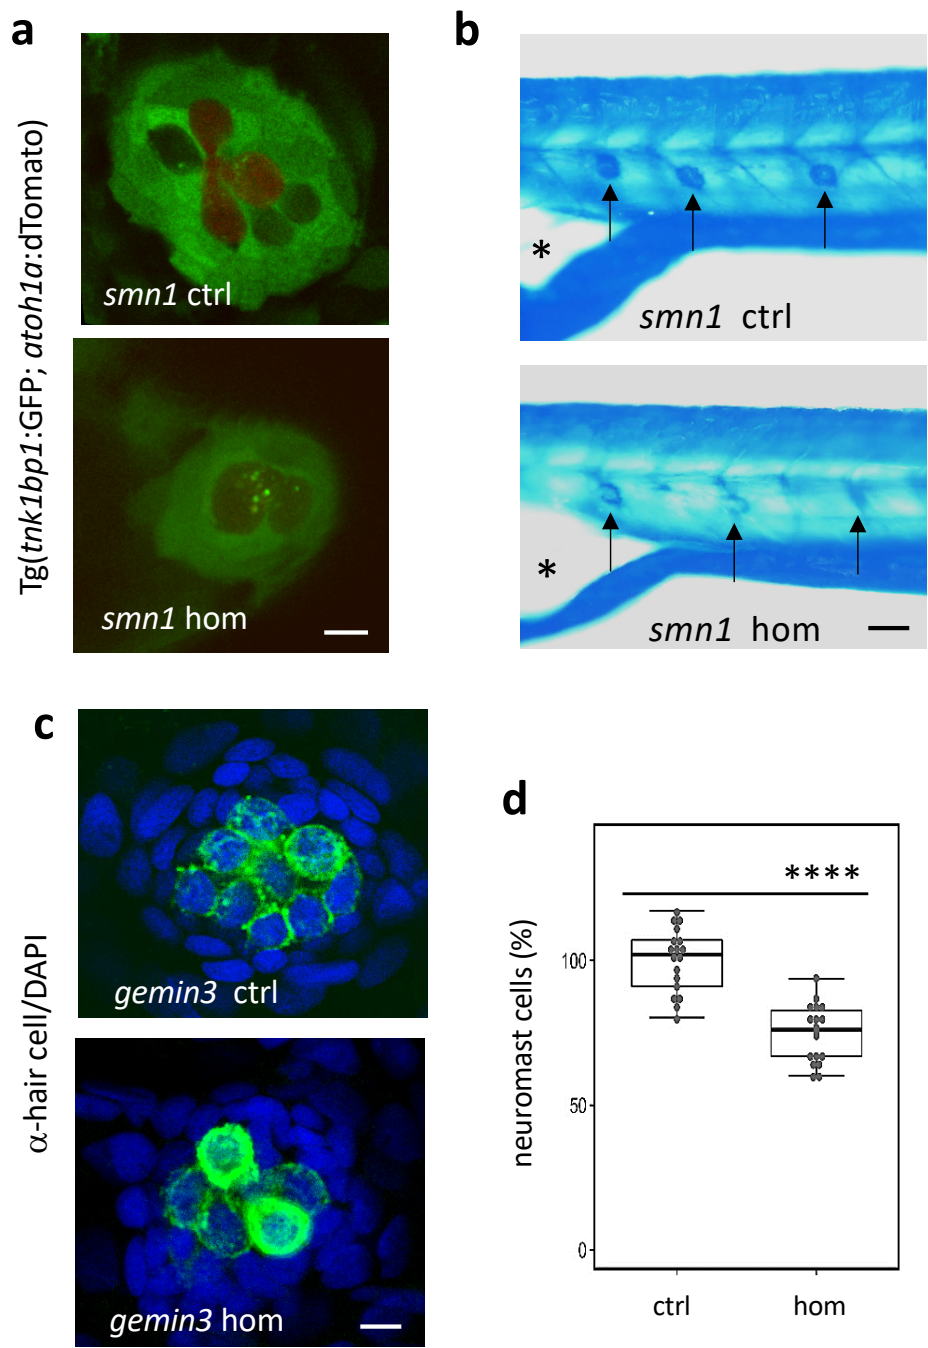

Suppl. Fig. 4 Smaller neuromasts observed in *smn1<sup>fh229</sup>* and *gemin3<sup>hg105</sup>* mutants at 2 days post hair cell ablation.

(A) Imaging the lateral line neuromasts in the *smn1<sup>fh229</sup>* control and mutant embryos at 2 days post hair cell ablation, using Tg(*tnks1bp1*:GFP) to label the support cells and Tg(*atoh1a*:dTomato) to label the hair cells. Scale bar, 10  $\mu$ m. (B) Alkaline phosphatase staining of lateral line neuromasts in the *smn1<sup>fh229</sup>* control and mutant embryos at 2 days post hair cell ablation. Arrows point to the neuromasts. Asterisks label the yolk sac. Scale bar, 50  $\mu$ m. (C) Confocal images of lateral line neuromasts in the *gemin3<sup>hg105</sup>* control and mutant embryos at 2 days post hair cell ablation. Neuromasts were stained with anti-hair cell antibodies (green) and DAPI (blue). Scale bar, 10  $\mu$ m. (D) Quantification of neuromast cells in the *gemin3<sup>hg105</sup>* control and mutant embryos. Error bars in the graphs represent mean  $\pm$  s.e.m. A significant reduction is found in the neuromast cells (\*\*\*\*  $P < 0.0001$ ). The numbers are presented as percentages based on cell numbers in confocal images. Each data point was generated from 18 embryos.

## Suppl. Figure 5

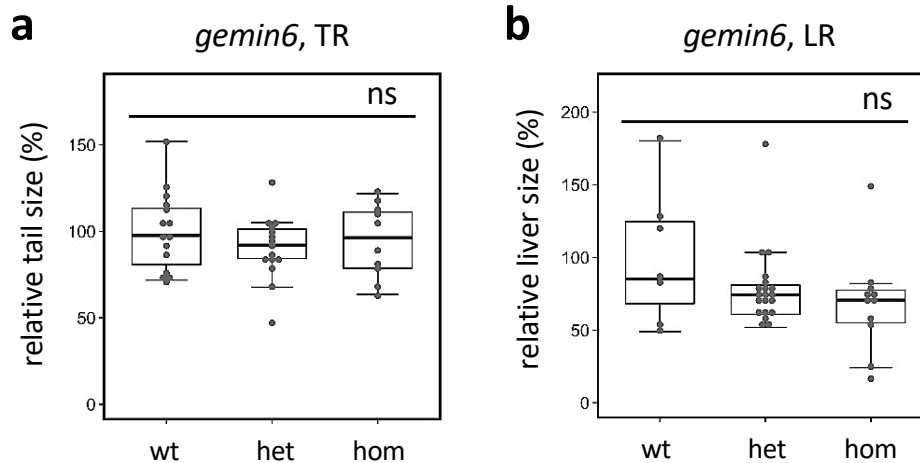

Suppl. Fig. 5 The *gemin6*<sup>hg110</sup> mutation has no impact on the regeneration of caudal fins or livers. (A) Quantification of the area of the regenerated tail fins. (B) Quantification of the area of the regenerated livers. Liver is labeled by Tg(*fabp10a*:CFP-NTR). TR, tail regeneration. LR, liver regeneration. Graphs show the mean  $\pm$  s.e.m. The difference between the wild-type (wt) and homozygous mutants (hom) were not significant (ns,  $P > 0.05$ ). The results were obtained from analyzing approximately 40 embryos generated from a heterozygous incross (for fin regeneration), or heterozygous incross in the background of the transgenic Tg(*fabp10a*:CFP-NTR) (for liver regeneration).

# Suppl. Figure 6

**a**

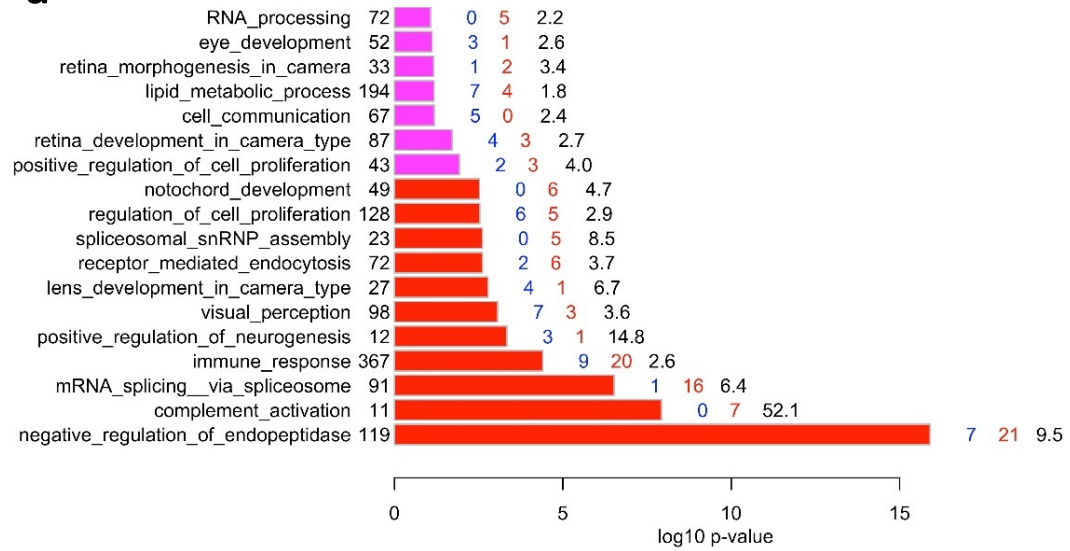

**b**

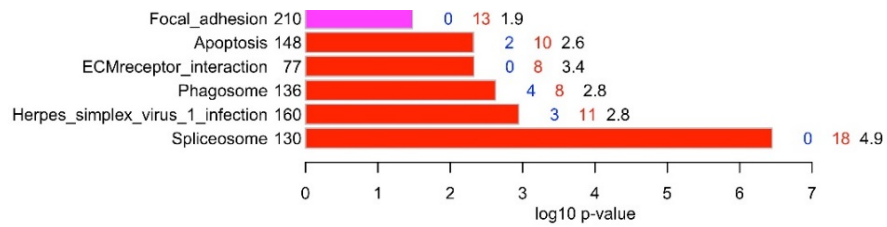

# Suppl. Figure 6

c

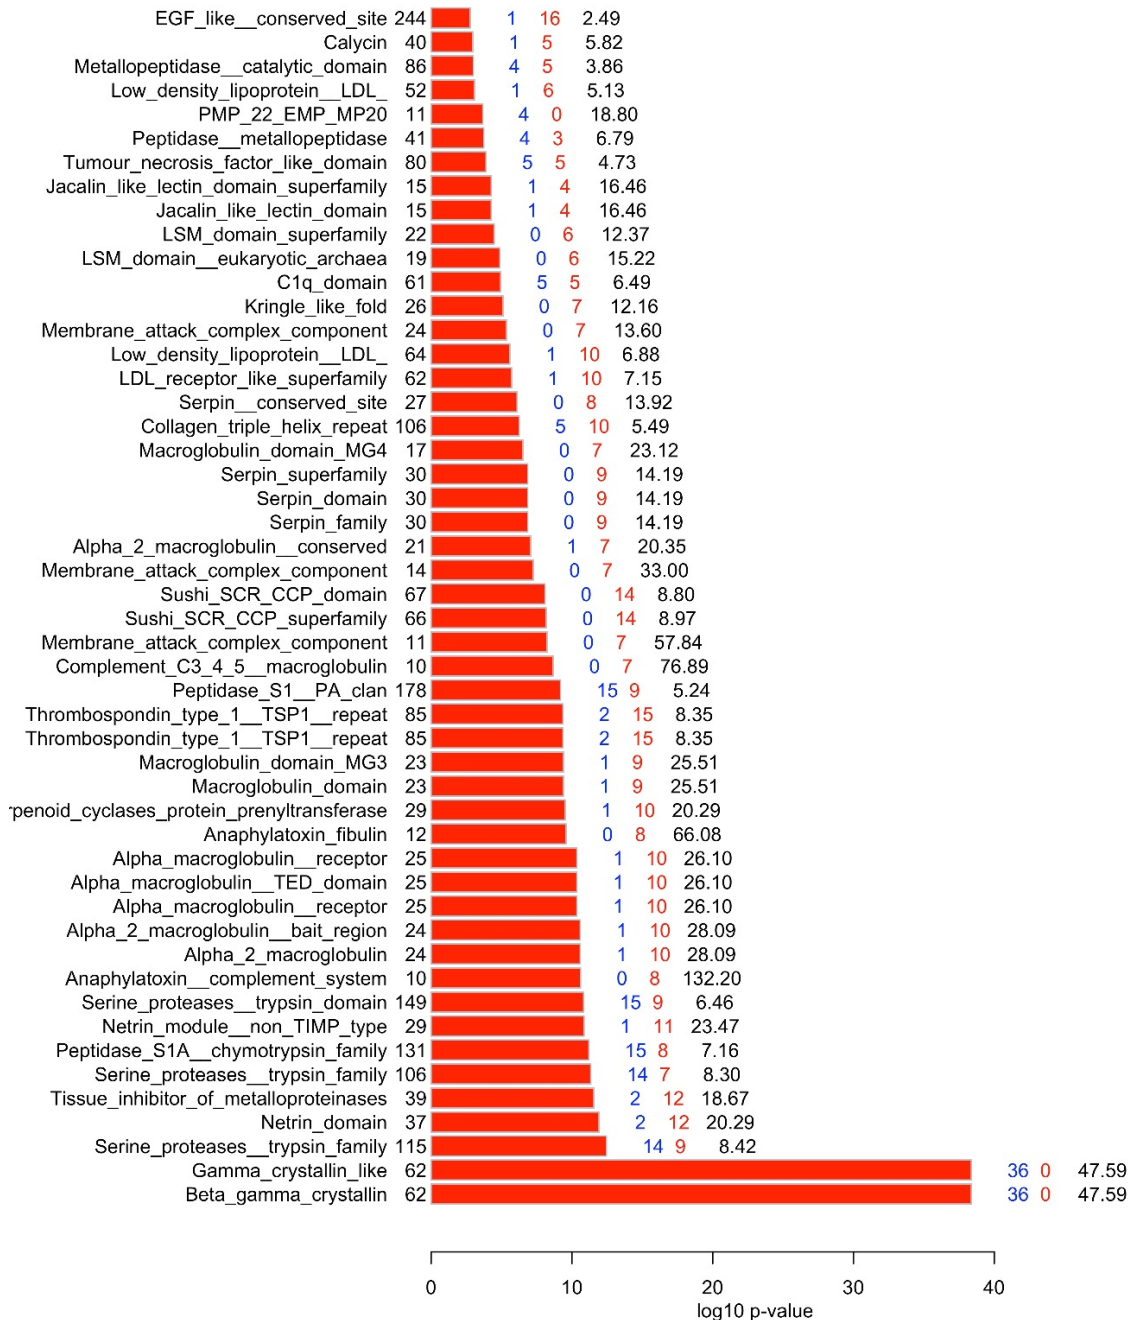

Suppl. Fig. 6 RNA-Seq data analysis reveals regeneration-associated molecular programming. (A) Regeneration-associated gene ontology biological processes. (B) Regeneration-associated KEGG pathways. (C) Regeneration-associated IPR protein families, domains and functions. The analysis was done by comparing the regeneration gene mutants to the non-regeneration gene mutants. The numbers after the molecular programs shows the size of the gene set. Numbers after the bars: blue, the number of down-regulated genes in the regeneration gene mutants; red, the number of up-regulated genes in the regeneration gene mutants; black, the odds ratio of the Fisher's exact test. Bar colors: red, p-value<0.01; magenta, p-value<0.1.

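Regeneration-associated genes were called by the rule of the methods: an adjusted p-value below 0.05 in a regeneration mutant (*smn1*, *gemin3* or *gemin5*), an unadjusted p-value of at least 0.1 and an adjusted p-value of at least 0.25 in every non-regeneration mutant (*gemin2*, *gemin4*, *gemin6*, *gemin7*), and a log2 fold change in the latter that is smaller by at least 0.2. By edgeR's calls, 75 genes met the rule in at least 1 of the 3 mutants (49 up, 26 down), and 0 in all 3. With the replicate block, 374 genes met it in at least 1 mutant (240 up, 134 down) and 6 in all 3. With DESeq2 the counts were 266 (136 up, 130 down) and 1. A contrast of the mean log2 fold change of the 3 regeneration mutants with that of the 4 non-regeneration mutants, over all 33 libraries and 24535 genes, found 132 genes with an adjusted p-value below 0.05 (92 up, 40 down) by edgeR's quasi-likelihood test, and 257 with the replicate block. Without *gemin2* mutants 57 genes passed, and without *gemin3* mutants 68. The numbers fell to between 19 and 77 when a replicate of every group was left out.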

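Gene ontology, KEGG and InterPro annotation was not used here, so 4 families that gene symbols identify were tested instead. They stand for the largest sets of this figure that symbols identify, which the paper drew from these same libraries. The p-values below are therefore no independent support for a difference. The families were tested in the contrast of regeneration with non-regeneration mutants by limma's camera, which ranks a set of genes against all others. The 48 beta and gamma crystallins, structural proteins of the lens, fell with a median log2 difference of -0.64 (45 of 48 negative; camera, adjusted p = 4.99e-43 over the 4 families). The 28 complement genes rose, with a median of 0.92 (27 of 28 positive; limma's camera, adjusted p = 2.92e-33), and 14 of them had an adjusted p-value below 0.05 on their own. The 24 serpins rose with a median of 0.26 (19 of 24 positive; limma's camera, adjusted p = 3.50e-06). For the 23 Sm and LSm genes, whose proteins bind spliceosomal RNAs, the median was 0.10 (14 of 23 positive; limma's camera, adjusted p = 0.0221). With the replicate block, the medians were -0.64, 0.92, 0.26 and 0.10, with adjusted p-values from limma of 3.42e-42, 4.43e-34, 2.77e-06 and 0.0629. These tests assume a correlation of 0.01 between genes of a set. With the correlation estimated from the data, the alternative that moved them most, the adjusted p-values from limma were 0.00504 for crystallins, 0.000143 for complement, 0.0145 for serpins and 0.392 for Sm and LSm genes. In single mutants, the median log2 fold change of the crystallins was -0.135 in *smn1*, -0.395 in *gemin3* and -0.733 in *gemin5* mutants, against 0.283 in *gemin2*, 0.450 in *gemin4*, 0.036 in *gemin6* and 0.124 in *gemin7* mutants. Complement genes rose by a median of 0.701, 0.677 and 1.03 in *smn1*, *gemin3* and *gemin5* mutants and changed by -0.695 in *gemin2*, -0.163 in *gemin4*, 0.228 in *gemin6* and -0.065 in *gemin7* mutants. With the correlation estimated, the fall of crystallins passed 0.05 only in *gemin5* mutants (limma's camera, adjusted p = 0.0177 over all families and mutants). The values from camera were 0.348 in *smn1* and 0.0857 in *gemin3* mutants, and 0.0857 for the rise of crystallins in *gemin4* mutants. For complement genes they were 0.0177, 0.0177 and 0.000636 in *smn1*, *gemin3* and *gemin5* mutants. The Sm and LSm genes had a positive median in all 7 mutants, from 0.113 in *gemin6* to 0.250 in *gemin5* mutants. Members of these families are paralogs, and the authors' counting could divide reads between close copies.

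**Figure D2:**
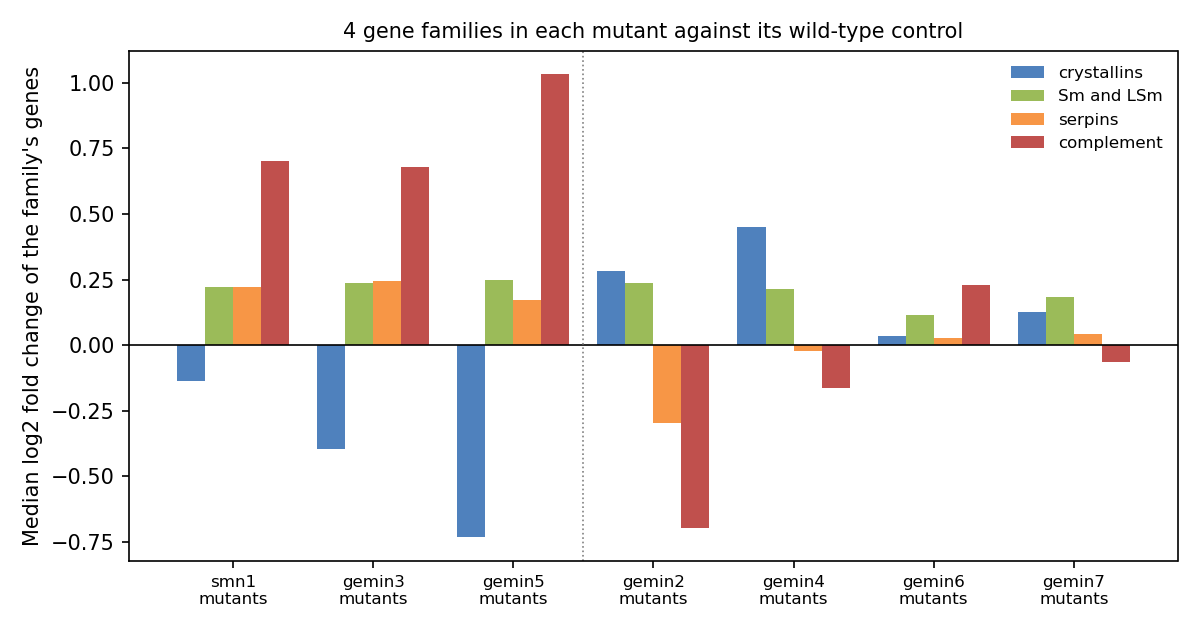
Median log2 fold change of the genes of 4 families (bars) in each mutant against its wild-type control; the dotted line separates regeneration mutants (left) from non-regeneration mutants (right). The bars of complement genes lie above 0 in the 3 regeneration mutants and reach -0.695 in *gemin2* mutants, and those of crystallins lie below 0 in the 3 regeneration mutants only.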

# Suppl. Figure 7

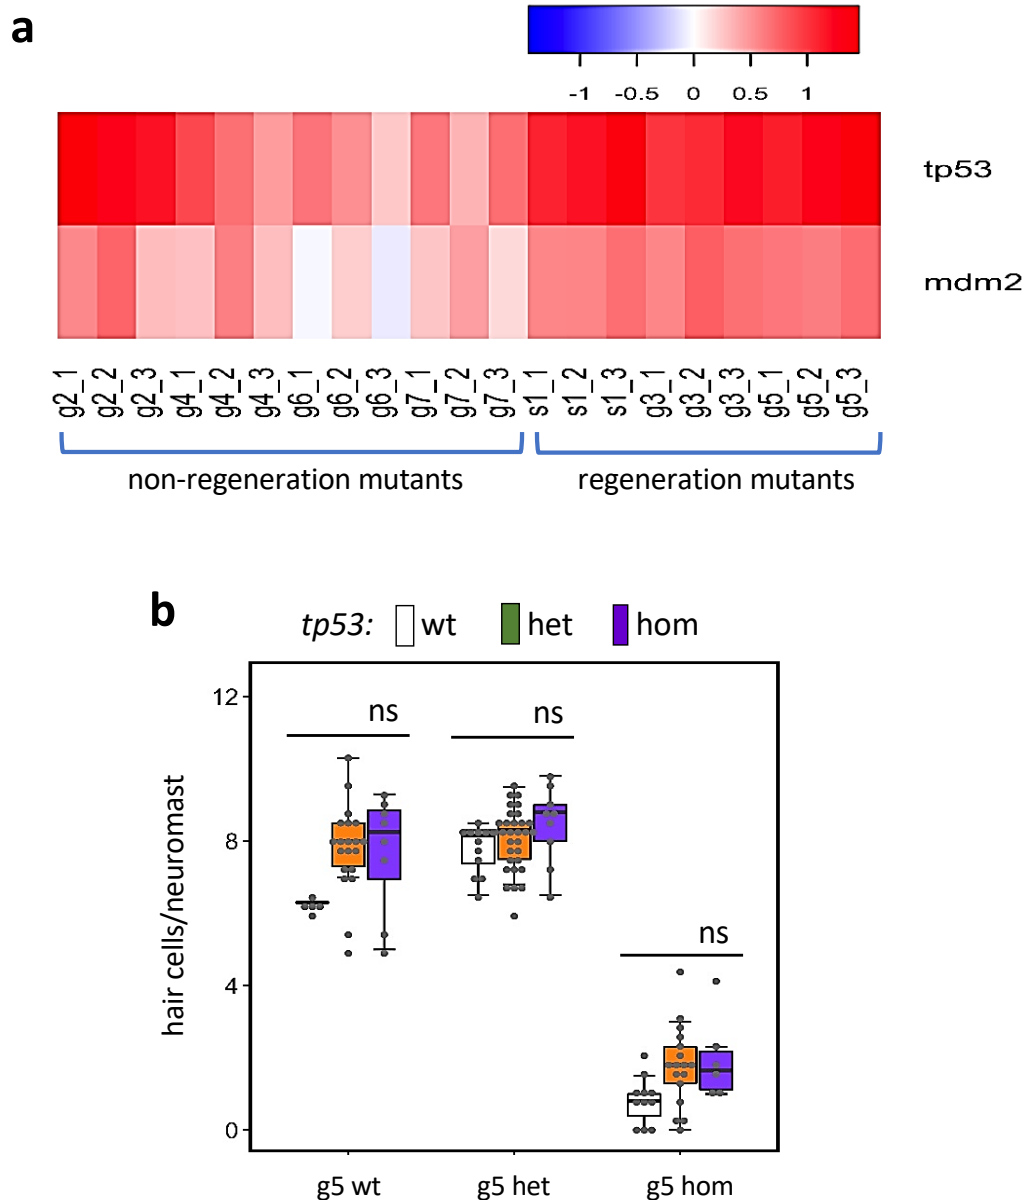

Suppl. Fig. 7 *tp53* knockdown has no impact on regeneration in the *gemin5* mutant.

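Across the 12 wild-type libraries, *mdm2* ranged from 29.9 to 43.5 CPM. The *mdm2* libraries lay between 54.9 and 62.1 CPM in *smn1* mutants, 50.3 and 56.5 in *gemin3* mutants, and 48.9 and 62.1 in *gemin5* mutants. In *gemin4* mutants they lay between 45.8 and 53.5 CPM, in *gemin6* mutants between 36.0 and 41.0, and in *gemin7* mutants between 44.9 and 48.9.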

(A) Heat map of *tp53* and *mdm2* mRNA expression in the RNA-sequencing samples. (B) Hair cell regeneration analysis for the *tp53<sup>zdf1</sup>/gemin5<sup>hg81</sup>* double mutants. Graph shows the mean  $\pm$  s.e.m. The *tp53<sup>zdf1</sup>* mutation caused no difference in the wild-type (wt), heterozygotes (het), or homozygotes (hom) of *gemin5* embryos (ns,  $P > 0.05$ ). The data are generated from analyzing 119 embryos generated from a pairwise incross of double heterozygous parents. After hair cell regeneration analysis, all 119 embryos were genotyped and 6 of them carried homozygous mutations for both *tp53<sup>zdf1</sup>* and *gemin5<sup>hg81</sup>*.

# Suppl. Figure 8

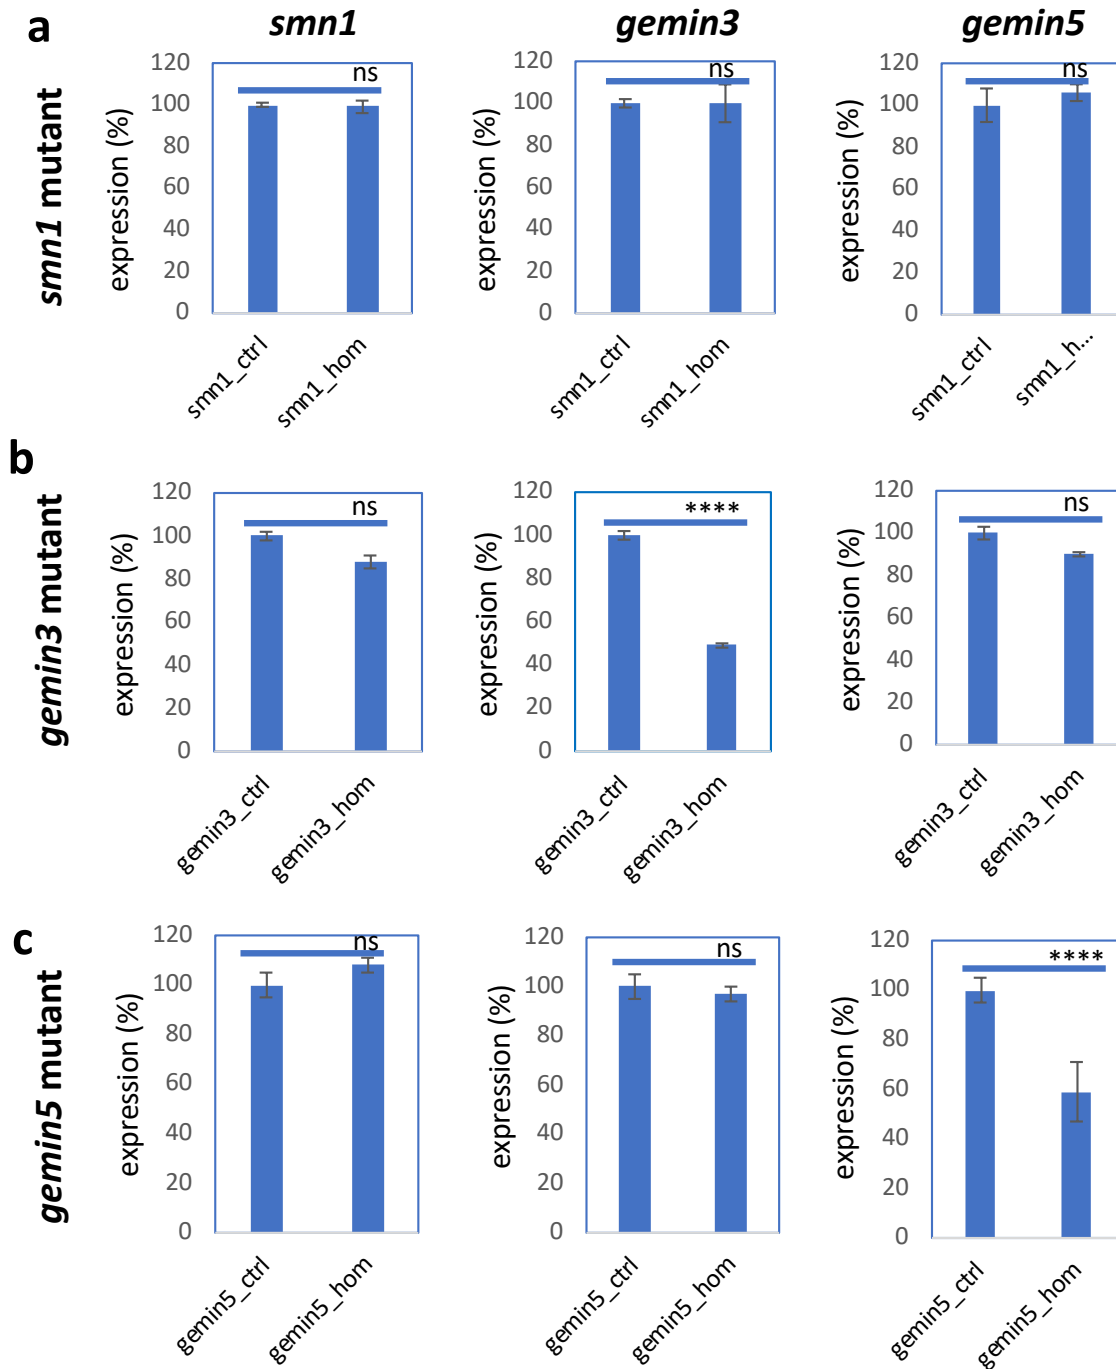

Suppl. Fig. 8 Expression of *smn1*, *gemin3* and *gemin5* in the control and mutant embryos of *smn1*<sup>fh229</sup> (A), *gemin3*<sup>hg105</sup> (B) and *gemin5*<sup>hg80</sup> (C).

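In *smn1* mutants and their siblings, *smn1* mRNA was 10.3 ± 0.638 and 10.3 ± 0.131 CPM, the *gemin3* gene (*ddx20*) 11.3 ± 1.83 and 11.3 ± 0.304 CPM, and *gemin5* 16.6 ± 1.04 and 15.6 ± 2.26 CPM (SD, n = 3 each). In *gemin3* mutants and their siblings, *ddx20* was 5.18 ± 0.0716 and 10.4 ± 0.358 CPM, *smn1* 11.7 ± 0.577 and 13.2 ± 0.440 CPM, and *gemin5* 14.8 ± 0.224 and 16.4 ± 0.992 CPM (SD, n = 3 each). In *gemin5* mutants and their siblings, *gemin5* was 7.36 ± 1.59 and 12.5 ± 1.31 CPM, *smn1* 14.9 ± 0.831 and 13.8 ± 0.458 CPM, and *ddx20* 10.5 ± 0.277 and 10.9 ± 0.947 CPM (SD, n = 3 each). The adjusted p-value of the mutated gene was 0.00253 for *ddx20* in *gemin3* mutants and 0.108 for *gemin5* in *gemin5* mutants by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate block the edgeR values were 0.00348 and 0.00168, and with DESeq2 they were 3.27e-19 and 0.00748.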

The graphs show the expression of the mRNA of the SMN complex genes, with the data obtained from RNA-Seq analysis. Genes examined are labeled on the top. Mutants used are labeled on the left. Graphs show the mean  $\pm$  s.e.m. ns,  $P > 0.05$ ; \*\*\*\* $P < 0.0001$ .

# Suppl. Figure 9

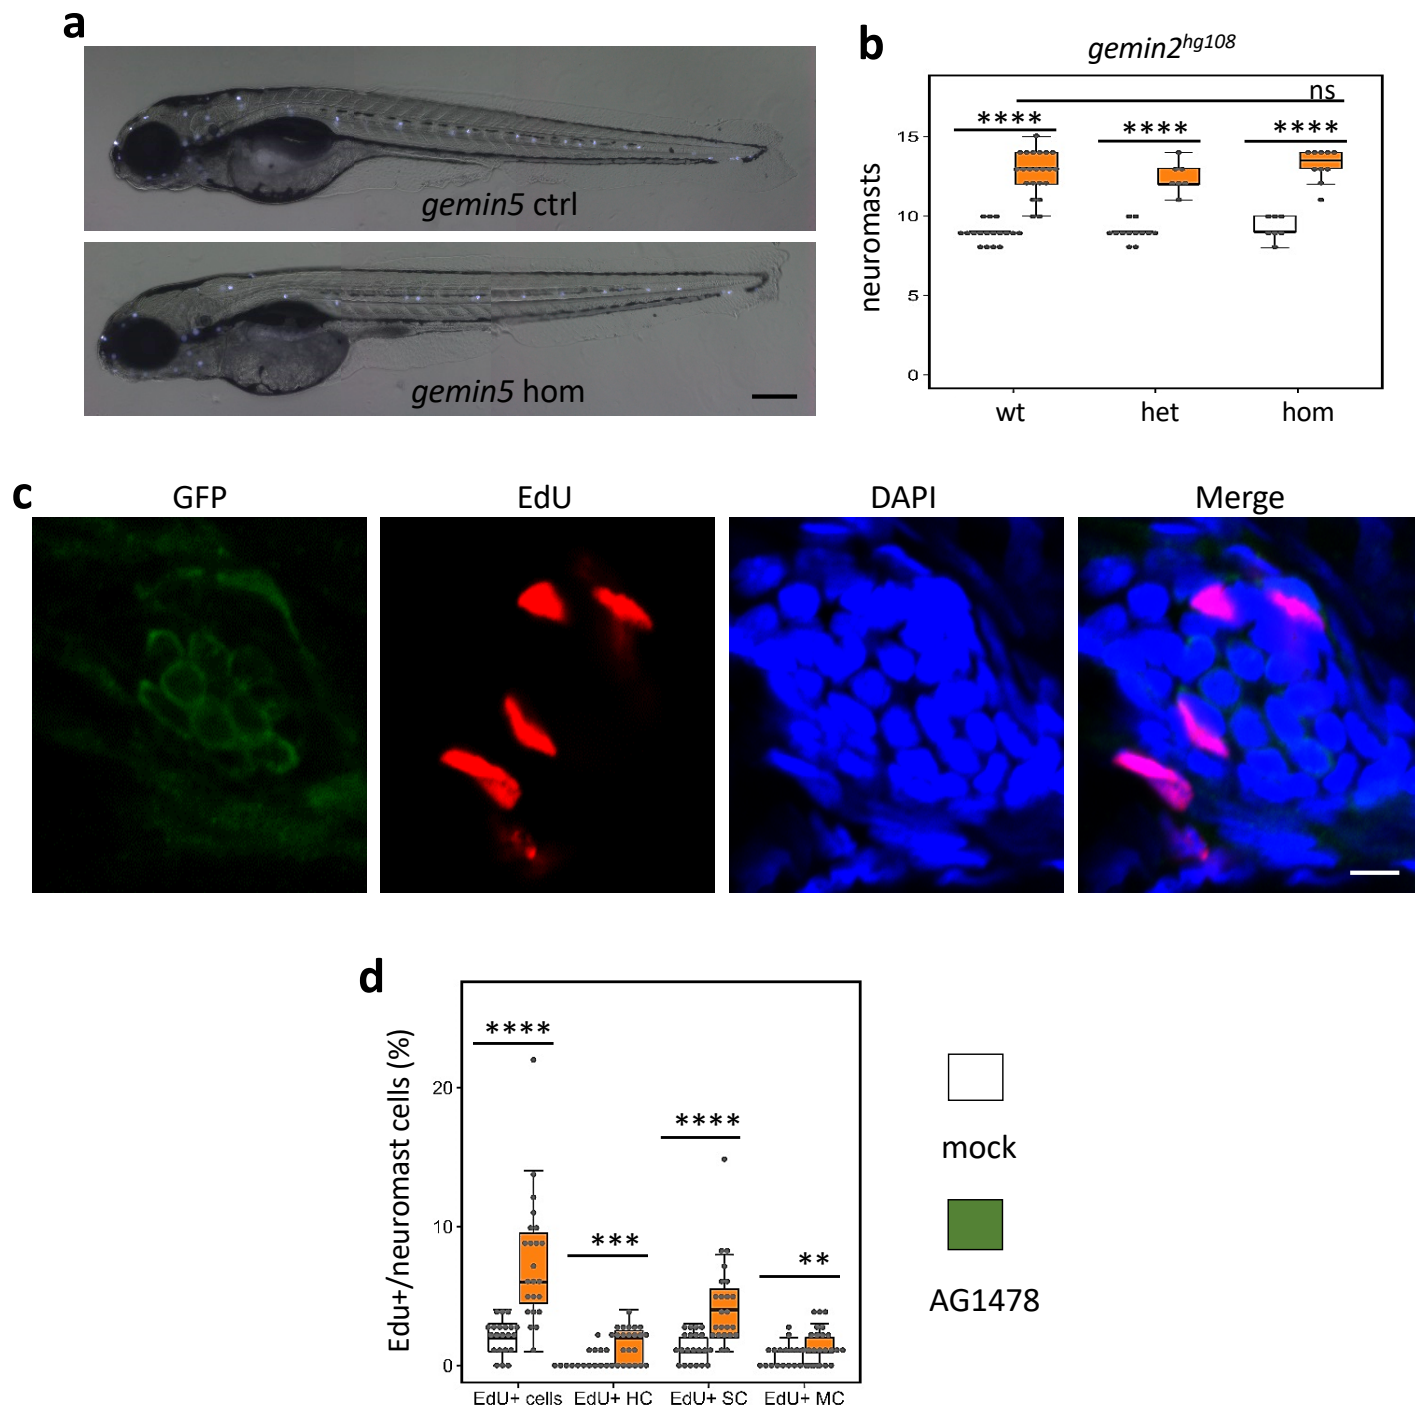

Suppl. Fig. 9 ErbB pathway inhibitor AG1478 promotes lateral line neuromast cell proliferation.

(A) Neuromasts in the untreated control and *gemin5<sup>hg81</sup>* mutant embryos at 5 dpf. Neuromasts are shown as white dots. No clear difference observed in between. Scale bar, 250  $\mu$ m. (B) Neuromasts in the untreated and AG1478-treated *gemin2<sup>hg108</sup>* mutant. Approximately 40 embryos generated from a heterozygous incross were used for each condition. (C) Confocal images of a lateral line neuromast of a TAB5 embryo at 5 dpf labeled by transgenic GFP from Tg(*pou4f3*:GAP-GFP) and Tg(*SqET20*:EGFP), EdU, DAPI and the merged. Representative images are shown. Scale bar, 10  $\mu$ m. For the EdU experiment, the embryos were treated with 2  $\mu$ M AG1478 from 1 – 4 dpf and then used for EdU labeling. Scale bar, 10  $\mu$ m. (D) Quantification of the proliferating cells in neuromasts (EdU+\_all), hair cells (EdU+\_HC), support cells (EdU+\_SC), and mantle cells (EdU+\_MC) in the mock and AG1478-treated TAB5 embryos at 5 dpf. Each data point was generated from analyzing 22 embryos. Error bars represent mean  $\pm$  s.e.m. Statistical difference is labeled as \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

## Suppl. Figure 10

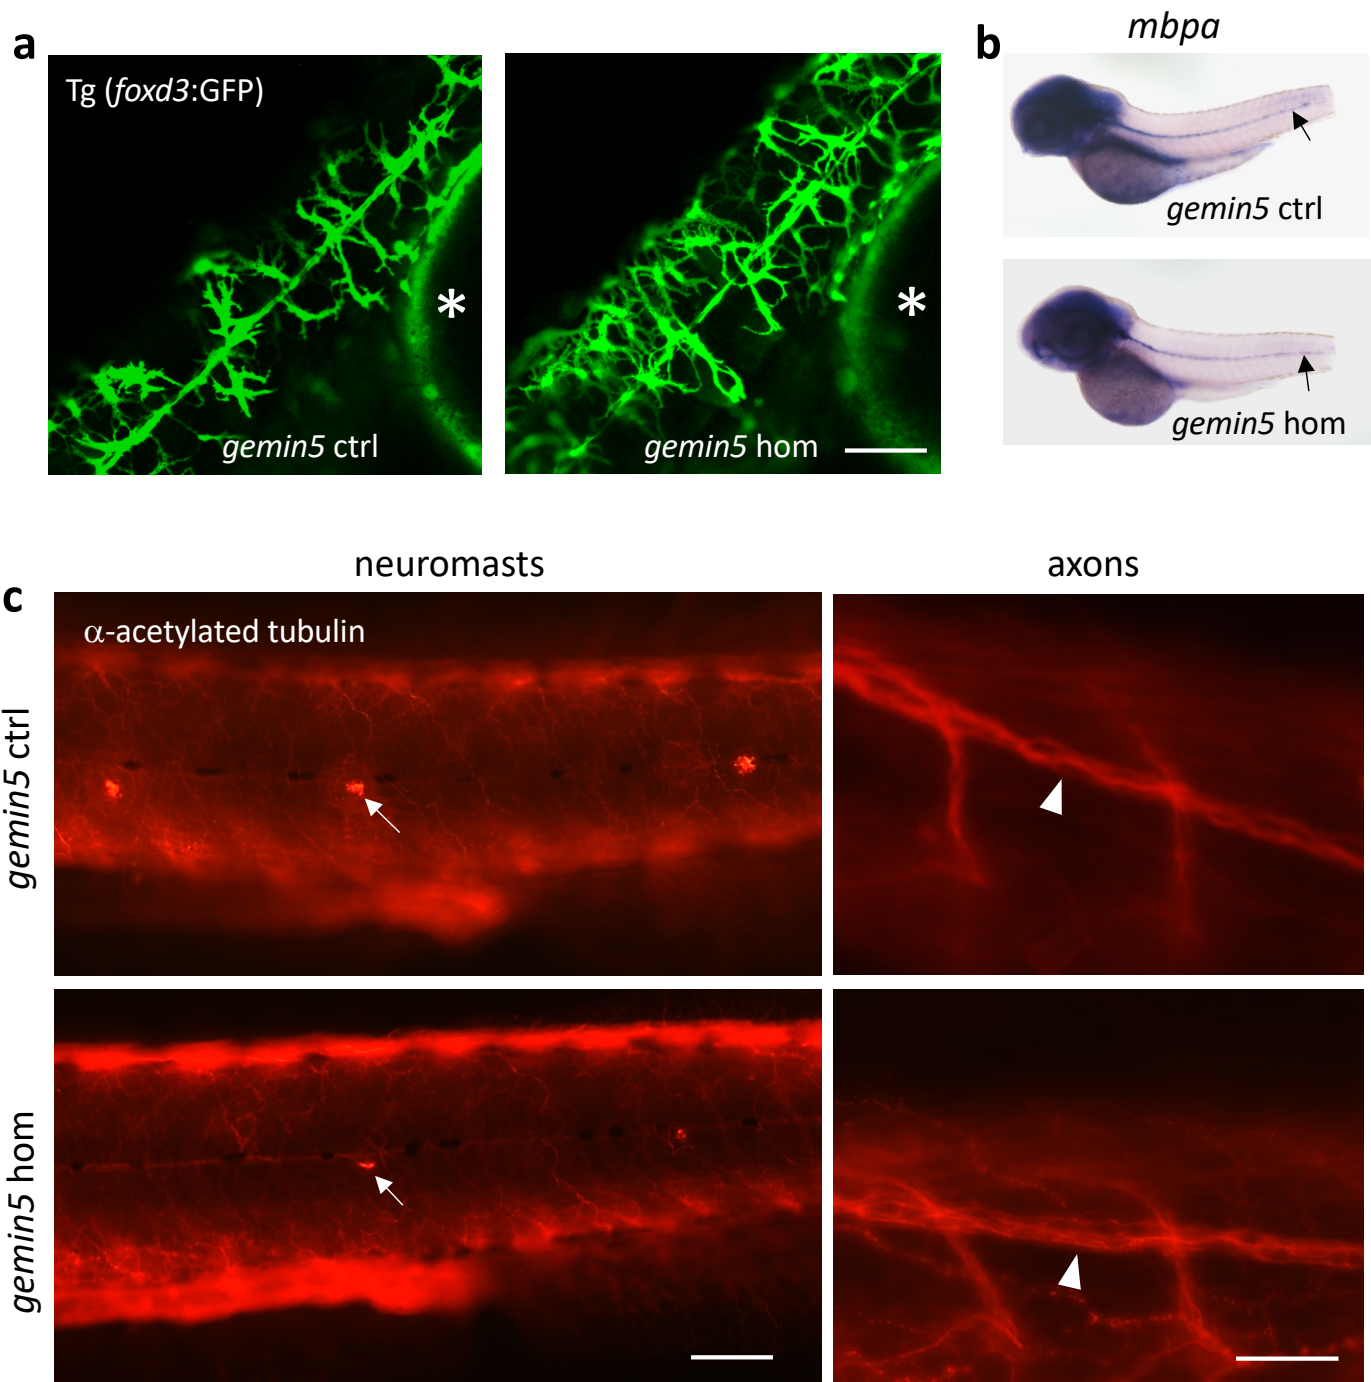

Suppl. Fig. 10 Normal development of Schwann cells and lateral line axons in the *gemin5<sup>hg81</sup>* mutant.

(A) Confocal images of Schwann cells in the lateral line of the control and *gemin5<sup>hg81</sup>* mutant at 2 dpf. Schwann cells are labeled by Tg(*foxd3*:GFP) transgene. Asterisks label the embryonic yolk. Scale bar, 100  $\mu$ m. (B) Whole-mount in situ hybridization analysis of *myelin basic protein a* (*mbpa*) mRNA expression in the control and *gemin5<sup>hg81</sup>* mutant at 4 dpf. Arrows point to the expression in the lateral line. The caudal fin folds were amputated to obtain tissue for mutation genotyping. (C) Fluorescent images of the lateral line axons labeled by anti-acetylated-tubulin antibodies in the control and *gemin5<sup>hg81</sup>* at 2 days post hair cell ablation. Representative images are shown. Arrows point to lateral line neuromasts. Arrowheads point to the lateral line axons. Scale bar, 100  $\mu$ m.

Suppl. Table 1 Genetic mutations used in this study.

| Genes              | Mutations       | References           |
|--------------------|-----------------|----------------------|
| <i>smn1</i>        | Y262X           | fh229, <sup>70</sup> |
| <i>smn1</i>        | 2 bp insertion  | hg104, this study    |
| <i>gemin3</i>      | 10 bp deletion  | hg105, this study    |
| <i>gemin3</i>      | 9 bp deletion   | hg106, this study    |
| <i>gemin5</i>      | 2 bp deletion   | hg107, this study    |
| <i>gemin5</i>      | 1 bp deletion   | hg80, <sup>14</sup>  |
| <i>gemin5</i>      | 20 bp deletion  | hg81, <sup>14</sup>  |
| <i>gemin2</i>      | 7 bp deletion   | hg108, this study    |
| <i>gemin4</i>      | 11 bp insertion | hg109, this study    |
| <i>gemin6</i>      | 14 bp deletion  | hg110, this study    |
| <i>gemin7</i>      | 1 bp deletion   | hg111, this study    |
| <i>gemin8</i>      | 7 bp insertion  | hg112, this study    |
| <i>strap/unrip</i> | 8 bp deletion   | hg113, this study    |
| <i>nrg1</i>        | 19 bp insertion | hg114, this study    |
| <i>erbb3b</i>      | 7 bp deletion   | hg115, this study    |
| <i>tp53</i>        | M214K           | zdf1, <sup>33</sup>  |
| <i>tp53</i>        | 7 bp deletion   | hg91, <sup>34</sup>  |

Suppl. Table 2 Mutations in seven of the nine SMN complex members affect adult survival.

| Genes         | Mutations | Fish # _total | Fish#_wt | Fish#_het | Fish#_hom |
|---------------|-----------|---------------|----------|-----------|-----------|
| <i>smn1</i>   | Y262X     | 20            | 7        | 13        | 0         |
| <i>gemin2</i> | 7 del     | 19            | 7        | 12        | 0         |
| <i>gemin3</i> | 9 del     | 20            | 8        | 12        | 0         |
| <i>gemin4</i> | 11 ins    | 27            | 10       | 17        | 0         |
| <i>gemin5</i> | 1 del     | 25            | 8        | 17        | 0         |
| <i>gemin6</i> | 14 del    | 34            | 9        | 25        | 0         |
| <i>gemin7</i> | 1 del     | 26            | 9        | 17        | 0         |

Suppl. Table 3 Treatments used for screening the biological pathways that contribute to the regeneration phenotype.

| Treatments       | Pathways/Activities | Doses                                                     | References |
|------------------|---------------------|-----------------------------------------------------------|------------|
| Cold             | cell proliferation  | 4°C, at 4 dpf for 8 hours                                 | 58         |
| Heat             | cell proliferation  | 34°C, from 1.5 - 5 dpf                                    | 58         |
| Antimycin A      | energy production   | 0.1 ng/ml, from 3 - 5 dpf                                 | 71,72      |
| Cycloheximide    | translation         | 1 µg/ml, from 1 - 5 dpf                                   | 73         |
| AG1478           | ErbB                | 2 µM, from 1 - 5 dpf<br>For HCR, 2.5 or 5 µM from 5-7 dpf | 35         |
| DAPT             | Notch               | 10 µM, from 1 -5 dpf<br>For HCR, 50 µM from 5 -7 dpf      | 74         |
| Dexamethasone    | immunity            | For HCR, 10 µM from 5 -7 dpf                              | 75         |
| Prednisolone     | immunity            | For HCR, 10 µM from 5 - 7 dpf                             | 75         |
| 1-azakenpaullone | Wnt                 | 1 µM, from 1 -5 dpf<br>For HCR, 3 µM from 5 - 7 dpf       | 76         |
| BIO              | Wnt                 | 0.3 µM, from 1 - 5 dpf                                    | 35         |
| IWR-1            | Wnt                 | 60 µM, from 1 - 5 dpf                                     | 35         |
| SU5402           | FGF                 | 5 µM, from 1 - 5 dpf                                      | 35         |
| SB505124         | TGFb                | 0.1 µM, from 1 - 5 dpf                                    | 77         |
| H2O2             | oxidative stress    | 0.01%, from 1 - 5 dpf                                     | 78         |
| NAC              | antioxidants        | 100 µM, from 1 - 5 dpf<br>For HCR, 200 µM from 5-7 dpf    | 79,80      |
| GSH              | antioxidants        | 100 µM, from 1 - 5 dpf<br>For HCR, 200 µM from 5-7 dpf    | 79,80      |

## Supplemental Data set 1

Significant transcriptional changes in each sibling-mutant pair identified by RNA-seq.

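Each sheet lists genes with an unadjusted p-value below 0.05 in a mutant against its wild-type control. Among the sheets used here, the paper lists 1209 genes for *smn1*, 4866 for *gemin2*, 2830 for *gemin3* and 1302 for *gemin4* mutants. From the deposited counts, edgeR's quasi-likelihood test gave 1351, 4818, 2753 and 1310 genes at this threshold in the same order, and 2624 in *gemin5* mutants. In the *smn1* sheet, the paper's adjusted p-value is below 0.05 for 179 genes, which include all 21 genes that edgeR called in *smn1* mutants. DESeq2 on the deposited counts called 178 of them. The median absolute difference in log2 fold change between the sheet and the edgeR fit was 0.000599.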

S1= smn1, G2=gemin2, G3= gemin3, G4=gemin4 G5=gemin5, G6=gemin6, G7=gemin7

## Supplemental Data set 2

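Mis-splicing is measured from reads that span exon junctions or lie in introns, by the share of a gene's transcripts that take each alternative path in mutant and control. It is separate from the change of a gene's total count, and a gene can show either without the other. The values used here are total counts per gene, which do not separate transcripts, so splicing was not analysed here.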

Misspliced genes in each sibling-mutant pair identified by RNA-seq. Genes highlighted in red are the genes showing a difference in both expression level and splicing.

S1=smn1, G2=gemin2, G3=gemin3, G4=gemin4, G5=gemin5, G6=gemin6, G7=gemin7, all=merge of all 7 datasets

How the deposited data were processed for this re-analysis (not part of the article)

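Gene expression was measured by RNA-Seq in whole larvae at 7 dpf, after exposure to 10 µM copper sulfate for 2 h at 5 dpf. The 33 libraries comprised 3 for each of 7 homozygous mutants (*smn1*, *gemin2*, *gemin3*, *gemin4*, *gemin5*, *gemin6* and *gemin7*), 3 of the wild-type siblings of each of *smn1*, *gemin3* and *gemin5* mutants, and 3 wild-type libraries that served as the control of the other 4 mutants. Small RNA of 15 libraries was sequenced as well, 3 each from *smn1*, *gemin4*, *gemin5* and *gemin6* mutants and 3 of wild-type siblings, 1 from each of the *gemin5*, *smn1* and rnpc3 families. Conditions and replicate numbers were taken from the sample labels.

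For RNA-Seq, the authors aligned reads to GRCz10 with STAR at default settings, using an Ensembl annotation without pseudogenes, and counted them with RSEM. The deposited values are RSEM expected counts per gene, estimates that divide reads with several possible origins among genes and that need not be whole. For the small RNA libraries, of 50-base single-end reads, the deposited values are likewise RSEM expected counts, for 350 mature miRNA names, and the paper's text does not describe their processing. Totals per miRNA library ranged from 7781063 to 49059515, with a median of 11702874. They were 9081443 to 12446344 in *smn1* mutants (median 12210489), 9181728 to 13147410 in *gemin5* mutants (median 10704543), 8314137 to 49059515 in *gemin4* mutants (median 23632911), 11702874 to 24052659 in *gemin6* mutants (median 12532487) and 7781063 to 10549486 in wild-type siblings (median 9844959). Every pair of libraries of the same group was checked for duplicates. The smallest chi-square per degree of freedom between such libraries was 10.2, where copies of a library would give 0.

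Gene symbols were assigned to 26982 of the 34707 Ensembl identifiers from the gene table, to another 414 from the paper's supplementary tables, and 7311 were left as identifiers. Expected counts were rounded to whole numbers. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. Each mutant was compared with its control on the 6 libraries concerned, with edgeR's filterByExpr at default settings, TMM normalization, a quasi-likelihood fit and test, and Benjamini-Hochberg adjustment over the genes tested. Genes with an adjusted p-value below 0.05 were counted. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the test's F statistic. CPM values are TMM-normalized, and SD is over the 3 libraries of a group.

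Regeneration mutants (*smn1*, *gemin3*, *gemin5*) were compared with non-regeneration mutants (*gemin2*, *gemin4*, *gemin6*, *gemin7*) in several ways. A contrast of the mean log2 fold changes was fitted by edgeR to all 33 libraries in 11 groups. For *mdm2*, *erbb2* and *erbb3b*, the difference of means over the mutants was also tested exactly over the 35 choices of 3 of 7 mutants. P-values of single genes were also adjusted over a list of 4 genes, of which 1 is not reported here. The paper's rule for regeneration-associated genes was applied as an adjusted p-value below 0.05 in a regeneration mutant, an unadjusted p-value of at least 0.1 and an adjusted p-value of at least 0.25 in every non-regeneration mutant, and a log2 fold change in each of these that is smaller by at least 0.2. A gene left untested by the filter counted there as unchanged. Gene families were chosen to stand for the largest of the paper's regeneration-associated sets, a result from these same libraries, and their members were found by symbol. The families were tested by camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes. Profiles for clustering were log2(CPM + 1) minus the mean of the control, compared by Pearson's r and average linkage. In the small RNA data, *smn1* and *gemin5* mutants were contrasted with *gemin4* and *gemin6* mutants, and each mutant with the wild-type siblings, in a single edgeR fit.

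The genes named are the members of the SMN complex, the genes the paper names from these data with other ErbB receptors, *nrg1* and *mbpa*, the 3 genes with the largest rise and the 3 with the largest fall among those called in the same direction in all of *smn1*, *gemin3* and *gemin5* mutants, and the 2 miRNAs with the largest change each way. Only 1 gene fell in all 3 mutants. The gene *egfra* is listed under *egfr*, and *erbb3a*, *erbb4a* and *erbb4b* were not identified by those symbols.

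The alternatives were DESeq2, its size-factor normalization (RLE) within edgeR, no filter on low counts, the replicate number of the labels as a block, all 33 libraries in 1 fit, and leaving out replicates. For *gemin4*, *gemin6* and *gemin7* mutants, the single wild-type library of the same family was also used as the control, without tests. Others were chosen after seeing the data: thinning of all libraries to the smallest total, leaving out *gemin2* or *gemin3* mutants from the tests of families and of single genes, and a contrast of *gemin2* mutants with *gemin4*, *gemin6* and *gemin7* mutants. The tests of families in single mutants, of the 15 shared genes in non-regeneration mutants and of the 4 genes over libraries were also added then. A test for an excess of changed genes within 10 Mb of the mutated gene was not run, because gene positions could be assigned by name to 74.05% of the 24759 tested genes, less than the 80% required. Transcript structure and splicing were not analysed here.

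The steps were tested on simulated data with known changes. In the simulations of genes, every changed gene had a change of the same size, and only genes above a set expression level were changed. That size exceeded every log2 fold change of *mdm2*, *erbb2* and *erbb3b* here. Recovery of changes as small as theirs was therefore not tested. With 3 libraries against 3 and 22797 genes, of which 200 were changed, edgeR called 205 genes, 187 of them truly changed (93.5% recovered, 8.78% false). DESeq2 called 267, of which 198 were truly changed (99% recovered, 25.8% false). Where simulated replicate effects were shared by same-numbered libraries, edgeR recovered 60.5% without and 95.5% with the block, with 1.63% and 4.5% of the calls false. The contrast over 33 libraries recovered 98% with 6.67% false, and the miRNA contrast 96.7% with 6.45% false. Of 20 unchanged gene sets, 0 had a p-value below 0.05 by camera. The genes of these sets were simulated independently, so this does not test camera at the preset correlation on correlated genes. The estimated correlation in the real families ranged from 0.109 in serpins to 0.498 in crystallins.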

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

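Of the tests in this part, the counts over other groupings of mutants or libraries and the thinning for the miRNA contrast were chosen before their results were seen, and all others only after the result was seen.

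The contrast over the 33 libraries singled out *mdm2* and *erbb3b*, because their log2 fold changes differed between regeneration and non-regeneration mutants, by 0.344 and 0.260 (edgeR's quasi-likelihood test, adjusted p = 0.00233 for each over 4 genes). The log2 fold change of each was positive in all 3 regeneration mutants. Over all genes, the adjusted p-value of *mdm2* was 0.163, and 0.0316 with the replicate block, the only one of the alternatives with a value below 0.05 (0.0316 to 0.737; edgeR). That of *erbb3b* was 0.152, and 0.107 with the block, and no alternative gave a value below 0.05 (0.107 to 1). With the mutant as the unit, no difference passed 0.05 after adjustment in the exact permutation test. Library size was tested by thinning every library to the same total, which gave 0.316 and 0.181. Without the *gemin3* libraries, read on another instrument, the differences were 0.327 and 0.280, and without *gemin2* mutants 0.410 and 0.184. None of these 3 explanations fully accounts for the differences, though that of *erbb3b* was smaller after thinning and without *gemin2* mutants. The regeneration mutants were compared with their own siblings and the others with a shared control, so a difference between families or controls cannot be told apart from one between mutants. With the single own wild-type library as the control of *gemin4*, *gemin6* and *gemin7* mutants, and *gemin2* mutants left out, the differences of means over the mutants were 0.411 and 0.195.

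The gene families were singled out by the same contrast, with median log2 differences of -0.64 for crystallins, 0.922 for complement genes, 0.255 for serpins and 0.0999 for Sm and LSm genes. Under RLE normalization the medians were -0.646, 0.915, 0.248 and 0.0927, with the same directions. Of the 35 choices of 3 of 7 mutants, 1 gave as small a p-value from camera for crystallins and 1 for complement genes, the real choice in both cases, against 2 for serpins and 12 for Sm and LSm genes. Other choices of mutants thus gave results as strong for the latter families. The families were taken from the paper's result for the real choice, which by itself favours that choice in this count. After thinning, the adjusted p-values from camera were 5.84e-42, 1.19e-32, 6.84e-06 and 0.0264 for crystallins, complement genes, serpins, and Sm and LSm genes. They were 1.42e-48, 6.03e-33, 7.51e-06 and 0.00955 without *gemin3* mutants, and 9.11e-46, 3.92e-27, 2.95e-05 and 0.00447 without *gemin2* mutants. With the correlation between the genes of a family estimated, they were 0.00504, 0.000143, 0.0145 and 0.392 (limma), so correlated genes may account for the result of the Sm and LSm genes. Reads shared between paralogs and differences between families of fish were not tested. A difference in crystallins and complement genes that goes with the failure to regenerate is therefore only a hypothesis. For crystallins it is the weaker one. In single mutants, with the correlation estimated, their fall passed only in *gemin5* mutants (limma's camera, adjusted p = 0.0177).

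The *gemin2* mutants stood apart from *gemin4*, *gemin6* and *gemin7* mutants, which share their control, with log2 differences of 0.295 for *mdm2*, 0.306 for *erbb2* and -0.266 for *erbb3b*. The adjusted p-values over the 4 genes were 0.00170, 0.0458 and 0.000532 (edgeR's quasi-likelihood test). For *erbb2*, the alternatives gave adjusted p-values from 0.0345 to 0.149, with 0.0622 with the replicate block (edgeR). For *mdm2*, the adjusted p-value was 0.0625 without replicate 1 (edgeR), and the other alternatives gave 0.000227 to 0.0281. Thinning gave differences of 0.283, 0.316 and -0.272, so library size does not account for them. The control held no *gemin2* siblings. All 3 *gemin2* libraries lay above the 12 wild-type libraries for *mdm2* and below them for *erbb3b*, while 0 of 3 lay outside their range for *erbb2*, so for *erbb2* the missing siblings could account for the difference. For *mdm2* this does not set *gemin2* mutants apart, since all libraries of *gemin4* and *gemin7* mutants also lay above the 12 wild-type libraries. The difference in *mdm2* and *erbb3b* is a hypothesis about *gemin2* mutants, since the family and the mutation cannot be told apart without siblings.

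The small RNA libraries, which the paper does not report on, showed changed miRNAs. Between *smn1* and *gemin5* mutants and *gemin4* and *gemin6* mutants, 130 of 327 miRNAs had an adjusted p-value below 0.05 (64 up, 66 down; edgeR). Against wild-type siblings, 42 changed in *smn1* mutants (21 up, 21 down), 10 in *gemin5* mutants (0 up, 10 down), 95 in *gemin4* mutants (42 up, 53 down) and 90 in *gemin6* mutants (31 up, 59 down). The balance of directions depended on the scaling. Under RLE normalization there were 54 up and 79 down in the contrast, 53 up and 52 down in *gemin4* and 52 up and 44 down in *gemin6* mutants, and with DESeq2 54 up and 74 down, 53 up and 57 down, and 54 up and 49 down. DESeq2 also called 2 miRNAs up and 10 down in *gemin5* mutants. The largest falls in the contrast were those of dre-miR-1388-3p (log2 difference -1.79, standard error 0.165) and dre-miR-1388-5p (-1.37, standard error 0.108), and the largest rises those of dre-miR-725-5p (1.18, standard error 0.222) and dre-miR-7146-5p (1.14, standard error 0.2904). The last lost significance in each fit without a replicate, with adjusted p-values from 0.0531 to 0.0881 (edgeR). After thinning to the smallest library, 114 miRNAs passed in the contrast, 31 in *smn1*, 7 in *gemin5*, 86 in *gemin4* and 80 in *gemin6* mutants, so library size does not account for most of them. The real pairing was the only 1 of 3 pairings of the 4 mutants with as many miRNAs, and in each of the 4 mutants the real split was the only 1 of 10 splits with as many. So few pairings and splits cannot give a share below 0.05. The wild-type libraries came from the *gemin5*, *smn1* and rnpc3 families, so genotype cannot be told apart from family or batch in *gemin4* and *gemin6* mutants. No biological explanation was tested.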

How the results depend on the processing

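The alternatives were chosen before the data were examined, except thinning, leaving out *gemin2* or *gemin3* mutants from single genes and families, and the settings of the shared genes, the contrast over libraries for single genes and *gemin2* mutants against other non-regeneration mutants, which were chosen after seeing the data. Over 56 results for single genes and miRNAs and 593 fits, 511 fits gave the same direction and side of the threshold, 39 were weaker, 13 stronger, 27 reversed, and 3 values without a test moved. The causes of the changes were not tested.

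With DESeq2, the counts of genes were 178 in *smn1* (95 up, 83 down, against 17 and 4), 733 in *gemin3*, 579 in *gemin5*, 2101 in *gemin2*, 96 in *gemin4* (60 up, 36 down, against 3 and 1), 22 in *gemin6* and 59 in *gemin7* mutants. The contrast gave 227 genes, the paper's rule 266 in at least 1 mutant (136 up, 130 down, against 49 and 26) and 1 in all 3, and the 3 regeneration mutants shared 59 genes up and 22 down, against 14 and 1. The log2 fold change of *erbb3b* in *gemin4* mutants was -0.0028 with DESeq2, -0.0024 with RLE normalization and -0.0039 with all 33 libraries in 1 fit, against 0.0018. RLE normalization left 55 of the 56 results for single genes and miRNAs unchanged, and no filter on low counts all 56.

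The replicate block gave counts of 350 in *smn1*, 480 in *gemin3* and 1700 in *gemin5* mutants, 257 in the contrast, 374 and 6 by the rule, and 77 genes up and 34 down shared by the 3 mutants. Sm and LSm genes had a median of 0.104 and an adjusted p-value of 0.0629 (limma's camera). The log2 fold change of *ddx20* in *smn1* mutants was -0.0027 with the block, against 0.0054. For *gemin2*, *gemin4*, *gemin6* and *gemin7* mutants, whose same-numbered libraries did not deviate together (correlations of -0.0147, 0.0457, 0.0812 and -0.0794), the block gave 900, 3, 0 and 0 genes, with 1064 and 1481 at an unadjusted p-value below 0.05 in the last pair.

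With all 33 libraries in 1 fit, counts were 170 in *smn1*, 2694 in *gemin2*, 67 in *gemin4*, 14 in *gemin6* and 4 in *gemin7* mutants, and 52 genes up and 21 down were shared. In *gemin3* mutants 97 genes were up and 132 down, against 138 up and 99 down. The contrast gave 57 genes without *gemin2* mutants and 68 without *gemin3* mutants. The looser rule gave 201 genes in at least 1 mutant and 2 in all 3. With the correlation between genes estimated, the median of Sm and LSm genes was still 0.0999 but the test no longer passed. With the single own wild-type library as the control, 9 of 12 values were unchanged and 3 moved.

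Across the fits that each left out 1 library, counts ranged from 0 to 46 in *smn1*, 58 to 611 in *gemin3*, 30 to 134 in *gemin5*, 324 to 932 in *gemin2*, 1 to 22 in *gemin4* and 0 to 11 in *gemin6* mutants, and were 0 in *gemin7* mutants. Beside counts of 0, the genes at an unadjusted p-value below 0.05 numbered 962 to 1264 in *smn1*, 559 to 1196 in *gemin6* and 965 to 3662 in *gemin7* mutants. With a same-numbered pair of libraries left out, a mutant and a control, counts were 0 to 2 in *smn1*, 12 to 382 in *gemin3*, 0 to 441 in *gemin5*, 358 to 1238 in *gemin2* and 2 to 11 in *gemin4* mutants, and 0 in *gemin6* and *gemin7* mutants. At an unadjusted p-value below 0.05 there were 849 to 961 genes in *smn1*, 1199 to 3573 in *gemin5*, 532 to 1265 in *gemin6* and 701 to 3772 in *gemin7* mutants. With a replicate of every group left out, counts ranged from 19 to 77 in the contrast, 2 to 127 by the rule in at least 1 mutant and 0 to 1 for shared genes up, with 0 down, and 148 to 319 genes at an unadjusted p-value below 0.05 in all 3 mutants. From 0 to 1 libraries of non-regeneration mutants joined the cluster of regeneration mutants. For miRNAs, counts ranged from 55 to 91 in the contrast, 3 to 7 in *smn1*, 49 to 64 in *gemin4* and 41 to 51 in *gemin6* mutants, and were 0 in *gemin5* mutants, with 22 to 33 at an unadjusted p-value below 0.05. The median of Sm and LSm genes ranged from -0.0045 to 0.116. The difference of *erbb2* between regeneration and non-regeneration mutants ranged from -0.0203 to 0.153 over mutants and from -0.0263 to 0.155 over libraries. With 1 library left out, the log2 fold change of *mdm2* in *gemin6* mutants ranged from -0.0686 to 0.133. That of *erbb2* ranged from -0.0629 to 0.292 in *gemin3*, -0.183 to 0.187 in *gemin4*, -0.0574 to 0.193 in *gemin6* and -0.146 to 0.0113 in *gemin7* mutants, and that of *erbb3b* from -0.0268 to 0.0138 in *gemin4* and -0.0170 to 0.0142 in *gemin6* mutants. With a same-numbered pair left out, *erbb2* ranged more widely in *gemin6* (-0.136 to 0.266) and *gemin7* mutants (-0.225 to 0.0460), as did *erbb3b* in *gemin4* (-0.0455 to 0.0283) and *gemin6* mutants (-0.0292 to 0.0178). For the SMN complex, with 1 library left out, *smn1* ranged from -0.0527 to 0.0353 in *smn1* mutants, *gemin4* from -0.147 to 0.0664 in *gemin4* mutants and *gemin6* from -0.224 to 0.0282 in *gemin6* mutants. In *smn1* mutants, *ddx20* ranged from -0.123 to 0.0995 and *gemin5* from -0.0269 to 0.181, and in *gemin5* mutants *ddx20* ranged from -0.102 to 0.0211.

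The test for changed genes near the mutated gene, with windows of 10 Mb, 5 Mb or the chromosome, was not run, because positions were assigned to 74.05% of the tested genes. The alternatives with own siblings gave no count for *gemin4*, *gemin6* and *gemin7* mutants, since 1 control library allows no test. The replicate block was fitted to the miRNA contrast, where it gave 163 miRNAs, and not to single mutants.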

Differences from the paper's values

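For *smn1* mutants, the paper's Supplementary Data 1 lists 179 genes with an adjusted p-value below 0.05, against 21 here with edgeR's quasi-likelihood test. Among the alternatives set before the data were examined, DESeq2 gave 178 genes and all 33 libraries in 1 edgeR fit 170, which closed the gap. RLE normalization (20), no filter on low counts (29), the replicate block (350) and leaving out a library (0 to 46) did not.

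In *gemin7* mutants, the log2 fold change of *erbb2* is about 0.11 in Fig. 5b, read by eye, in the paper, and -0.067 here. Of the alternatives set before the data were examined, the single own wild-type library as the control (0.12) and the fit without control replicate 1 (0.011) came within the replicate spread, and the others did not. In *gemin4* mutants, the log2 fold change of *erbb3b* is about -0.04 in Fig. 5c, read by eye, in the paper, and 0.0018 here. The single own wild-type library (-0.043), DESeq2 (-0.0028), RLE normalization (-0.0024), all 33 libraries in 1 fit (-0.0039), and the fits without mutant replicate 2, control replicate 2 or control replicate 3 gave the paper's sign within the replicate spread. No filter, the replicate block and the other fits without a replicate did not. In *gemin6* mutants, the log2 fold change of *erbb3b* is about 0.04 in Fig. 5c, read by eye, in the paper, and 0.0013 here. The single own wild-type library gave 0.039. That control, DESeq2, no filter, all 33 libraries in 1 fit and the fits without mutant replicate 1 or 3 or control replicate 1 or 3 closed the gap, and RLE normalization, the replicate block and the fits without mutant or control replicate 2 did not.

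The paper states that *mdm2* rises in the mutants that inhibit regeneration and not in the others. Here its log2 fold change was 0.53 in *gemin2* mutants (adjusted p = 0.0507, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All libraries of *gemin2*, *gemin4* and *gemin7* mutants lay above the 12 wild-type libraries. By the same edgeR test, the adjusted p-value was 0.811 in *gemin4* and 0.610 in *gemin7* mutants. The *gemin7* mutants lay between 44.9 and 48.9 CPM, close to the highest wild-type library, 43.5 CPM, which came from their own family. DESeq2 and all 33 libraries in 1 edgeR fit called *mdm2* in *gemin2* mutants. The paper states that *erbb2* and *erbb3b* rise in *smn1*, *gemin3* and *gemin5* mutants. Here the log2 fold changes lay between 0.12 and 0.20, and neither gene had an adjusted p-value below 0.05 over all genes in any of the 3 mutants with edgeR. The paper states that *mdm2* is induced significantly in all 3 of these mutants. Here its adjusted p-value was below 0.05 in *gemin3* mutants and not in *smn1* (0.0750) or *gemin5* mutants (0.0756) with edgeR. DESeq2, the replicate block and all 33 libraries in 1 fit called *mdm2* in all 3. The paper states that the targets shared by the regeneration mutants are distinct from those of the other mutants. Its regeneration-associated genes were chosen by a rule that leaves out genes changed in non-regeneration mutants, so they are distinct by that choice. The shared genes counted next were not filtered by that rule, so they do not test that list. Here 10 of the 15 genes called in all 3 regeneration mutants were also called in *gemin2* mutants, all in the same direction. With DESeq2, 50 of the 81 were (44 in the same direction), and with the replicate block a minority, 37 of the 77 up and 34 down (29 in the same direction).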

Other observations

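In this part, the counts over other groupings of libraries or mutants were chosen before their results were seen, and all other tests only after the result was seen.

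In *smn1*, *gemin3*, *gemin5*, *gemin2* and *gemin4* mutants, the real split was the only 1 of the 4 splits of the libraries that part all same-numbered pairs to give as many genes with an adjusted p-value below 0.05. In all 7 mutants the 3 others gave 0 genes, with 74 to 2702 genes at an unadjusted p-value below 0.05. In *gemin6* and *gemin7* mutants, all 4 of the 4 splits gave as many, since the real split also gave 0. With 4 splits no share below 0.05 can be reached. The other 6 of the 10 splits part 1 of the 3 same-numbered pairs and keep the rest together. They gave 0 genes in *smn1*, *gemin3*, *gemin5*, *gemin2* and *gemin7* mutants, with 191 to 2812 genes at an unadjusted p-value below 0.05. In *gemin4* mutants 1 of the 6 gave 4 genes, as many as the real split, and in *gemin6* mutants they gave 0 to 8, against 0 in the real split. Beside counts of 0, these splits had 361 to 1737 genes at an unadjusted p-value below 0.05 in *gemin4* and 587 to 1566 in *gemin6* mutants, and the real split of *gemin6* mutants 855. Same-numbered libraries of *gemin4* and *gemin6* mutants and their control did not deviate together, so the pairs give little ground to set these splits aside, and the 4 genes of *gemin4* mutants are not more than another split gives.

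Of the 35 choices of 3 of 7 mutants, 17 gave at least as many genes in the contrast as the choice of *smn1*, *gemin3* and *gemin5*. For the paper's rule, 16 of the 35 choices gave at least as many genes in at least 1 mutant: the real choice and the 15 choices with *gemin2* mutants, which gave 494 to 658 genes. The real choice gave 0 genes in all 3 mutants, so the fact that all 35 choices gave as many carries no information. With DESeq2, 2 of the 35 choices gave at least 1 gene in all 3 mutants. With the replicate block, 3 choices gave at least 374 genes in 1 mutant or more, and the real choice gave 6 in all 3, against 0 in the other 34. Without the block, the number of genes in the contrast or in at least 1 mutant may therefore reflect how many genes a mutant changes, *gemin2* mutants foremost. The genes in all 3 mutants with the block do not decide on that reading. With the block, *gemin6* and *gemin7* mutants had 0 called genes and *gemin4* mutants 3. Choices with *gemin6* or *gemin7* mutants therefore had to give 0 in all 3, and those with *gemin4* mutants at most 3. The choices of *gemin2* mutants, with 900 genes, and 2 regeneration mutants also gave 0. In those choices the remaining regeneration mutant had to be unchanged, which removes the genes that it shares with the other 2.

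In *smn1* mutants, the replicate block raised the number of genes from 21 to 350. Same-numbered mutant and sibling libraries correlated in their deviations (0.543), which is consistent with a batch that the replicate number marks.

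The 14 genes that rose in all 3 regeneration mutants also rose as a set in each non-regeneration mutant. With the correlation between genes estimated, the p-values from camera were 1.97e-05 in *gemin2*, 3.28e-08 in *gemin4*, 1.09e-05 in *gemin6* and 1.70e-05 in *gemin7* mutants, with median log2 fold changes of 0.91, 0.68, 0.44 and 0.56. The rise of these genes was thus not limited to the regeneration mutants. Of the 15 shared genes, the change was smaller than in all 3 regeneration mutants for 10 of 14 tested in *gemin2*, 13 of 15 in *gemin4*, 15 of 15 in *gemin6* and 14 of 14 in *gemin7* mutants. The genes were chosen for their p-values in the regeneration mutants, which by itself makes changes elsewhere tend to be smaller, so these counts are no evidence of a weaker response. The 4 non-regeneration mutants share the same 3 control libraries, so the 4 tests are not independent. Those outside the rule for named genes, named here after their values were seen, include *bmb*, *brf2*, *snapc4*, *rnf14*, *mettl16*, *lsm7*, *ice1*, *eftud2*, *aqr* and *snrnp200*. A shared response to a loss of the SMN complex is a hypothesis that was not tested.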
